# Enhanced fear memory after social defeat in mice is dependent on interleukin-1 receptor signaling in glutamatergic neurons

**DOI:** 10.1038/s41380-024-02456-1

**Published:** 2024-03-08

**Authors:** Ethan J. Goodman, Rebecca G. Biltz, Jonathan M. Packer, Damon J. DiSabato, Samuel P. Swanson, Braeden Oliver, Ning Quan, John F. Sheridan, Jonathan P. Godbout

**Keywords:** Neuroscience, Molecular biology

## Abstract

Chronic stress is associated with increased anxiety, cognitive deficits, and post-traumatic stress disorder. Repeated social defeat (RSD) in mice causes long-term stress-sensitization associated with increased microglia activation, monocyte accumulation, and enhanced interleukin (IL)-1 signaling in endothelia and neurons. With stress-sensitization, mice have amplified neuronal, immune, and behavioral responses to acute stress 24 days later. This is clinically relevant as it shares key aspects with post-traumatic stress disorder. The mechanisms underlying stress-sensitization are unclear, but enhanced fear memory may be critical. The purpose of this study was to determine the influence of microglia and IL-1R1 signaling in neurons in the development of sensitization and increased fear memory after RSD. Here, RSD accelerated fear acquisition, delayed fear extinction, and increased cued-based freezing at 0.5 day. The enhancement in contextual fear memory after RSD persisted 24 days later. Next, microglia were depleted with a CSF1R antagonist prior to RSD and several parameters were assessed. Microglia depletion blocked monocyte recruitment to the brain. Nonetheless, neuronal reactivity (pCREB) and *IL-1β* RNA expression in the hippocampus and enhanced fear memory after RSD were microglial-independent. Because *IL-1β* RNA was prominent in the hippocampus after RSD even with microglia depletion, IL-1R1 mediated signaling in glutamatergic neurons was assessed using neuronal *Vglut2*^*+*^*/*IL-1R1^−/−^ mice. RSD-induced neuronal reactivity (pCREB) in the hippocampus and enhancement in fear memory were dependent on neuronal IL-1R1 signaling. Furthermore, single-nuclei RNA sequencing (snRNAseq) showed that RSD influenced transcription in specific hippocampal neurons (DG neurons, CA2/3, CA1 neurons) associated with glutamate signaling, inflammation and synaptic plasticity, which were neuronal IL-1R1-dependent. Furthermore, snRNAseq data provided evidence that RSD increased CREB, BDNF, and calcium signaling in DG neurons in an IL-1R1-dependent manner. Collectively, increased IL-1R1-mediated signaling (monocytes/microglia independent) in glutamatergic neurons after RSD enhanced neuronal reactivity and fear memory.

## Introduction

Psychosocial stress is associated with increased anxiety and depression [1]. Chronic or traumatic stressors are linked with stress-sensitization, which is represented by an enhanced vulnerability and reactivity to subsequent stressors [2, 3]. Post-traumatic stress disorder (PTSD) is a manifestation of stress-sensitization and affects about 6% of the US population [4]. Repeated social defeat (RSD) in mice promotes the convergence of neuronal, central inflammatory, and peripheral immune pathways causing prolonged anxiety, social avoidance, and stress-sensitization [5–7]. Stress-sensitization after RSD persists 24–30 days later [5–7] and results in amplified responses to RSD re-exposure promoting inflammation, neuronal reactivity, and behavioral deficits (e.g., anxiety, social-withdrawal, cognitive-impairment) [8]. This enhanced stress reactivity after RSD is clinically relevant and shares key elements with PTSD [8].

A notable feature of this stress-sensitization is that anxiety recurs with re-exposure to acute defeat (1 day of RSD). By 24 days, stress-associated anxiety, splenomegaly, circulating cytokines, myelopoiesis, and monocyte accumulation in the brain has resolved. Nonetheless, several indices of sensitization persist at 24 days including social avoidance of an aggressive intruder [5], altered transcriptional profiles of microglia [7] and an increased reservoir of monocytes in the spleen [9]. Stress-sensitization is associated with the recurrence of inflammatory Ly6C^hi^ monocytes in circulation and in the brain, neuroinflammation, and anxiety in the open-field with RSD re-exposure [5–7, 10]. In the hippocampus, dentate gyrus (DG) neurons from stress-sensitized mice have functional differences with re-exposure to stress at D24 (acute defeat) with increased neuronal phospho-cAMP-response element binding protein (pCREB) induction compared to naïve mice [7]. While our work has focused on microglia, monocyte, and endothelia interactions in stress-induced anxiety [11–14], the goal of this study was to understand the influence of social defeat on hippocampal neurons in the context of enhanced fear memory.

Stress induces neuronal activation within regions of fear and threat appraisal in the brain (e.g., pre-frontal cortex, hippocampus, amygdala) [12, 13, 15]. Neurons from these regions in stress-sensitized mice have functional differences with re-exposure to stress at 24 days with increased pCREB induction compared to naïve controls [7, 10]. Increased expression of pCREB is implicated in learning-induced synaptic plasticity and may indicate increased neuronal reactivity to threatening stimuli [10, 16, 17]. This is clinically relevant because individuals diagnosed with PTSD have abnormal neuronal transmission associated with an overactive amygdala and reduction in hippocampus volume [18, 19]. Consistent with neuronal sensitization, the interpretation of fear was enhanced after RSD [20]. For example, mice had enhanced contextual fear memory (hippocampal-dependent) 8 days after RSD. Thus, stress causes sensitization in neurons, especially in the hippocampus, resulting in exaggerated responses to subthreshold stressors.

Stress-induced IL-1 signaling uses endothelial IL-1 receptor-1 (IL-1R1) and neuronal IL-1R1 [21]. Microglia/monocyte signaling to endothelia IL-1R1 elicits anxiety-like behavior [12, 14, 22] and neuronal IL-1R1 mediates social withdrawal and cognitive impairment [23]. While myeloid cells release IL-1β with stress, other cells in the CNS may also produce IL-1β. Even a low level of IL-1 release has a profound effect on neurons [24]. This is because IL-1R1 and corresponding accessory proteins are expressed on neurons in the cortex, hippocampus, and brainstem [21, 25]. Both IL-1β and IL-1 receptor antagonist (RA) bind to IL-1R1 [26, 27]. Moreover, there is robust IL-1R1 expression on excitatory glutamatergic (*Vglut2*^*+*^) neurons of the hippocampus [21, 23]. As such, IL-1 activation increases glutamate signaling in the brain [28]. IL-1 signaling in neurons, especially DG (*Vglut2*^*+*^) neurons, has an important role in the sensitization and re-activation of neurons during stress re-exposure to promote fear memory. Blockade of neuronal IL-1R1 signaling prevented key neuronal aspects in the establishment of stress-sensitization [10]. Additionally, pCREB reactivity and acute cognitive impairments were evident after acute defeat in stress-sensitized mice, but social withdrawal was blocked by IL-1RA [10]. Thus, neuronal IL-1R1 plays an important role in sensitizing neurons following RSD.

Our recent data indicate neuronal sensitization involved increased IL-1R1 signaling specifically in excitatory neurons of the hippocampus [10, 23]. Thus, the goal here was to investigate the influence of stress on hippocampal neurons in the context of enhanced fear memory and determine the degree to which microglia and IL-1R1 pathways were involved. Here we show novel data that cell and region-specific IL-1 (*Vglut2*^*+*^/IL-1R1) signaling mediated fear memory following RSD. Additionally, snRNAseq demonstrated that stress-induced pathways associated with neuronal transmission and synaptic plasticity, dependent on neuronal IL-1R1.

## Methods

### Mice

Male C57BL/6 (5–7 weeks) and CD-1 aggressors were purchased from Charles River Laboratories. IL-1R1^+/+^ (Cre^−^) and *Vglut2*^*+*^/IL-1R1^−/−^ (Cre^+^) mouse lines were bred in-house as described [29–32]. All procedures were in accordance with NIH Guidelines and the OSU Institutional Laboratory Animal Care and Use Committee.

### Repeated social defeat (RSD)

Mice were subjected to RSD as described [15]. In brief, a male CD-1 aggressor mouse was placed into the home cage of experimental mice (3 male mice/cage) for 2 h (16:00–18:00) per night for six consecutive nights. Control mice were left undisturbed.

### Plexxikon(PLX)-5622

PLX5622 was formulated in AIN-76A rodent chow (1200 mg/kg) [33]. Standard AIN-76A diet was provided as vehicle. PLX5622 or vehicle diets were provided for 7 days to deplete microglia prior to RSD [34].

### Fear conditioning

For the acquisition trial, mice were habituated for 90 s followed by a 30 s (2000 Hz, 70 db) tone. A 0.5 mA shock co-terminated during the last 2 s. The tone/shock was repeated five times (30 s inter-trial-interval (ITI)). For the contextual trial (24 h later), mice were habituated in the behavioral suite for 45 min then percent freezing was recorded for 10 min (context A) [35]. For the cued trial (24 h later), mice were habituated for 90 s in a new context (context B) with checkered floors/walls and banana extract. A tone played five times (30 s ITIs). % freezing during the tones was quantified. Each cohort was randomized, and experimenters were blinded to the treatments. Data were analyzed using Fusion software.

### PCREB, IBA1, and CD45 detection

Immunohistochemical analyses were completed as described [36]. In brief, brains were post-fixed, cryoprotected, and sectioned (30 µm). Sections were washed, blocked, and incubated with primary antibodies: anti-CD45, anti-IBA1, or anti-pCREB overnight. Separate sections were used for each label. Next, sections were washed and incubated with fluorochrome-conjugated secondary antibodies. Sections were washed, mounted on slides, and imaged using an EVOS M7000 system. pCREB sections were counterstained with DAPI. Percent area or mean fluorescent intensity were assessed using ImageJ. Experimenters were blinded to the treatments during image capture and analysis.

### RNA isolation and qPCR

Total RNA was extracted from the hippocampus using Tri-Reagent and cDNA was generated from the High-Capacity Reverse Transcription Kit. Quantitative real-time PCR was completed with TaqMan Gene Expression assay. Fluorescence was determined using QuantStudio3 Real-Time PCR System.

### In situ hybridization of IL-1β

RNAscope was performed as described [37]. In brief, sections were washed, heated, post-fixed, and dehydrated in ethanol. Antigens were retrieved with H_2_O_2_. Next, sections were treated with Protease-III for 30 min followed by IL-1β-C1 probe hybridization. Probe Amplification was completed, and signal was developed with Opal-690 dye. Images were captured using a Leica SP8 confocal (63X). Percent area of *IL-1β* RNA was quantified using ImageJ. With ×63 magnification only the granule cell layer of the DG was quantified. Experimenters were blinded to the treatments during each step.

### Nuclei isolation

Hippocampi (*n* = 3) were extracted and pooled. Pooled samples were homogenized to release nuclei and incubated with Myelin Removal Beads-II. Samples were filtered through LS columns, clarified, and washed. Nuclei were counted, fixed with a Nuclei Fixation Kit (Parse Biosciences), and frozen at −80 °C.

### Single-nuclei barcoding/sub-library generation

Parse Biosciences Whole Transcription Kit was used to barcode and generate sub-libraries with 12,500 nuclei/sub-library comprised of all samples. The resulting cDNA was sequenced at 40,000 reads/nuclei using a NovaSeq S4.

### Data processing

Fastq.gz files were aligned to Genome Reference Consortium Mouse Reference 39 using the Parse Biosciences pipeline. Matrices were filtered in RStudio using Seurat (v4.1.1) [38]. Nuclei with >20% mitochondrial DNA were excluded. After clustering, Uniform Manifold Approximation and Projection (UMAP), annotation was performed using established markers [34, 39–43]. Syt1^+^ neurons were subclustered and differential gene expression was performed using the FindMarkers with Model-based Analysis of Single-cell Transcriptomics (MAST) [44]. Pathway, regulators, and gene ontology (GO) analyses were performed with Ingenuity Pathway Analysis (IPA;Qiagen) [45] and Metascape [46].

### Statistical analysis

Data was analyzed GraphPad Prism 9 with *T*-tests (two-sided) or two-way ANOVAs to determine main effects and interactions. Tukey HSD was used for post hoc analysis when main effects or interactions were significant.

## Results

### Stress enhanced fear memory acutely and chronically

RSD causes sensitization of neurons [29]. The mechanisms underlying stress-sensitization are unclear, but enhanced fear memory may be critical. Therefore, we aimed to determine the influence of microglia and neuronal IL-1R1 signaling in the development of stress-sensitization and RSD-induced fear memory. We assessed if stress influenced fear memory acutely (D7) and chronically (D28) using a fear conditioning paradigm (Fig. 1A, B). First, we confirmed there were no differences in total percent freezing between control and stress without the shock at D7 (Fig. 1C) or D28 (Fig. 1D).

**Fig. 1:**
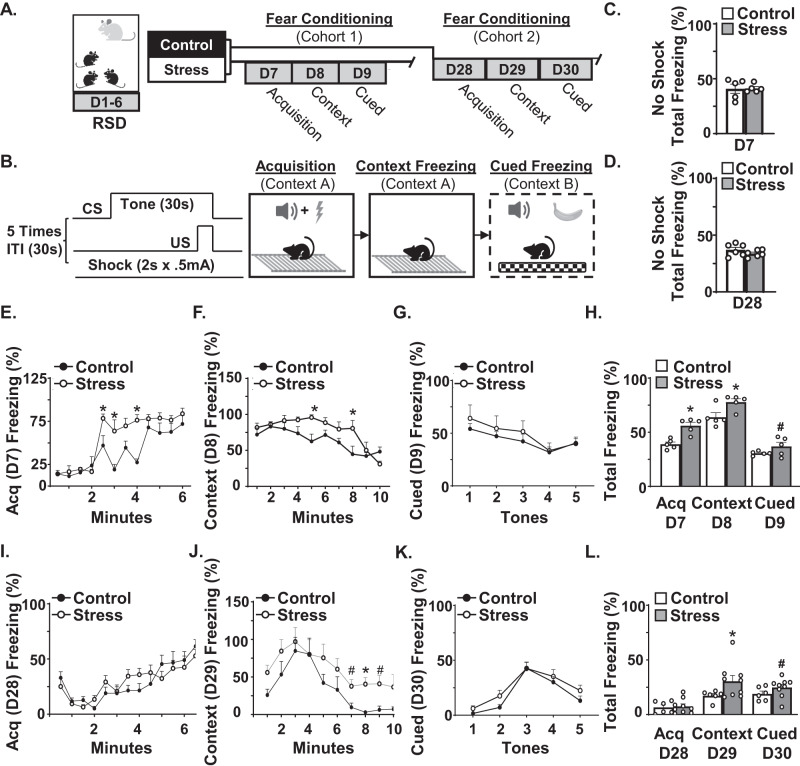
Stress enhanced fear memory acutely and chronically. **A** Male C57BL/6 mice were subjected to repeated social defeat (stress) or were undisturbed (control). Next, mice were exposed to the fear conditioning paradigm 1 day or 22 days later. **B** The fear conditioning paradigm consisted of 5 shocks (2 s × 0.5 mA) which co-terminated with the last 2 s of a 30 s tone. For the acquisition trial, the tone/shock was repeated five times in context A and freezing was determined (10 min). For the contextual trial, mice were placed in the same environment (context A) and freezing was determined (10 min). For the cued trial, mice were exposed to the tone protocol (five tones without shocks) in a novel context with banana scent and checkered flooring and walls (context B). First, a study was completed to confirm there were no differences in total percent time freezing between control and stress (*n* = 5). **C** Baseline total freezing determined in the absence of shock on D7. **D** Baseline total freezing on D28 in the absence of shock. **E** In the first cohort (*n* = 6), percent time freezing over 6 min in the fear acquisition (D7) trial (*F*(1,96) = 33.1, *p* < 0.001). **F** Percent time freezing over 10 min during contextual fear (D8) trial (*F*(1,80) = 15.97, *p* < 0.0001). **G** Percent time freezing after each tone during cued fear trial (*p* = 0.1). **H** Total time spent freezing during each trial (acquisition, context, and cued). **I** In the second cohort (*n* = 9), percent time freezing over 6 min in the fear acquisition (D28) trial. **J** Percent time freezing over 10 min in the contextual fear (D29) trial (*F*(1,130) = 15.95, *p* < 0.0001). **K** Percent time freezing after each tone during cued fear (D30) trial. **L** Total percent time spent freezing during each trial (acquisition, context, and cued). Graphs represent the mean ± SEM, and individual data points are provided. Means with (*) are significantly different from controls (*p* < 0.05) and means with (#) tend to be different from controls (*p* = 0.1).

Next, we assessed if stress influenced fear memory acutely (D7) using cohort 1. During acquisition (D7), there was a main effect of stress on the percent freezing (*F*(1,96) = 33.1, *p* < 0.001; Fig. 1E). Post hoc analysis confirmed that stress increased freezing compared to controls at several timepoints (*p* < 0.05). Moreover, stress increased percent total freezing during fear acquisition (*p* < 0.05, Fig. 1H). During the contextual trial (D8), there was a main effect of stress on the percent freezing (*F*(1,80) = 15.97, *p* < 0.0001; Fig. 1F). Post hoc analysis confirmed that stress increased freezing compared to controls at several timepoints (*p* < 0.05). Moreover, the percent total freezing during contextual fear (D8) was highest in the stress group (*p* < 0.0001; Fig. 1H). There were modest effects of stress during the cued trial (D9). Total percent freezing tended to be highest in the stress group compared to all other groups (*p* = 0.1; Fig. 1G, H).

Fear conditioning was next assessed on D28 (22 days after RSD) in cohort 2. There was no effect of stress on acquisition on D28 (Fig. 1I, L). Notably, the total percent freezing during acquisition (D28) was lower than non-shocked mice in Fig. 1D. Nonetheless different mice were used for Fig. 1D, L. During the contextual trial (D29), there was a main effect of stress on percent freezing (*F*(1,130) = 15.95, *p* < 0.0001; Fig. 1J). Post hoc analysis confirmed that stress increased freezing during the contextual trial compared to controls at several timepoints (*p* < 0.05). Moreover, the percent total percent freezing during the contextual fear trial (D29) was highest in the stress group (*p* < 0.05; Fig. 1L). For cued fear (Fig. 1K, L), only percent freezing during the tone presentation is shown. There were limited effects of stress during cued fear (D30) (Fig. 1K). The total percent cued freezing tended to be highest in the stress group compared to controls (*p* = 0.1; Fig. 1K). Collectively, stress enhanced fear memory acutely and contextual fear memory persisted weeks later.

### Stress-induced fear memory, pCREB activation and IL-1β expression in the hippocampus were microglia independent

Microglia activation, monocyte recruitment, and IL-1 expression are key elements in stress-induced anxiety in mice [6]. To assess the role of microglia/monocytes in enhanced fear memory, mice were administered vehicle or CSFR1 antagonist (PLX5622) diet to deplete microglia 1 week prior to RSD. These mice were maintained on experimental diets for the study duration. Fear conditioning was assessed on D7-9 and samples were collected for analyses following cued fear on D9 (Fig. 2A).

**Fig. 2:**
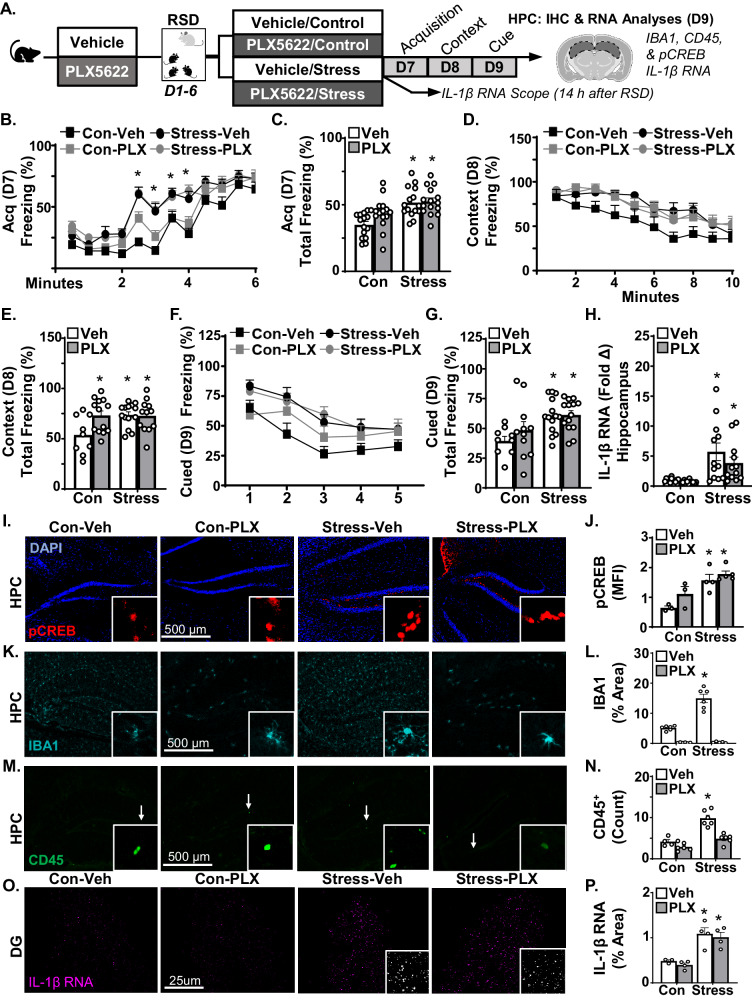
Stress-induced fear memory, pCREB activation and IL-1β expression in the hippocampus were microglia independent. **A** Male C57BL/6 mice were provided diets formulated with vehicle (Veh) or PLX5622 for 7 days. Next, mice were subjected to RSD (stress) or left undisturbed (control) and exposed to the fear conditioning paradigm 1 day later (*n* = 15). Mice were maintained on vehicle or PLX5622 diet for the study duration (16 days). **B** Percent time freezing over 6 min (*F*(3,672) = 38.4, *p* < 0.0001) and (**C**) total time freezing in the fear acquisition (D7) trial (*F*(1,56) = 21.6, *p* < 0.0001). **D** Percent time freezing over 10 min (*F*(3,430) = 13.2, *p* < 0.0001) and (**E**) total time freezing during contextual fear (D8) trial (*F*(1,44) = 4.5, *p* < 0.05). **F** Percent time freezing after each tone (*F*(3,210) = 9.1, *p* < 0.0001) and (**G**) total time freezing in the cued fear (D9) trial (*F*(1,44) = 12.4, *p* < 0.002). Immediately after cued fear testing on D9, mice were sacrificed and brains were collected for analyses. For RT-qPCR, hippocampi were microdissected and RNA was isolated (*n* = 11–12). **H** *IL-1β* mRNA in the hippocampus (*F*(1,43) = 18.98, *p* < 0.0001). For IHC samples, brains were fixed, sectioned, and labeled. **I** Representative labeling of pCREB and (**J**) Mean fluorescent intensity (MFI) of pCREB (*n* = 3–5) in the DG of the hippocampus relative to control (*F*(1,12) = 6.7, *p* < 0.05). **K** Representative labeling of IBA1 and (**L**) percent area of IBA1 labeling in the hippocampus (*F*(1,19) = 41.73, *p* < 0.0001). **M** Representative labeling of CD45^+^ and (**N**) number of CD45^+^ cells (*n* = 4–6) in the hippocampus (*F*(1,18) = 10.3, *p* < 0.005). In a separate experiment, RNA levels of *IL-1β* were determined in the DG 14 h after RSD using RNAscope (*n* = 3–4). **O** Representative labeling of *IL-1β* RNA in the DG (63x). **P** Percent area of *IL-1β* RNA in the DG (*F*(1,11) = 37.3, *p* < 0.0001). Graphs represent the mean ± SEM, and individual data points are provided. Means with (*) are significantly different from controls (*p* < 0.05).

As expected, stress increased the percent freezing (*F*(3,672) = 38.4, *p* < 0.0001; Fig. 2B) and total percent freezing (*F*(1,56) = 21.6, *p* < 0.0001; Fig. 2C) during acquisition (D7). This effect of stress, however, was independent of microglia depletion. For contextual fear conditioning (D8), stress increased percent freezing (*F*(3,430) = 13.2, *p* < 0.0001; Fig. 2D) and total percent freezing (*F*(1,44) = 4.5, *p* < 0.04; Fig. 2E). These effects were independent of microglia depletion. During cued fear (D9), stress increased percent freezing (*F*(3,210) = 9.1, *p* < 0.0001; Fig. 2F) and total percent freezing (*F*(1,44) = 12.4, *p* < 0.002; Fig. 2G). These effects on cued fear memory were independent of microglia depletion. Thus, fear memory after stress was independent of monocytes/microglia.

Stress-sensitization after RSD is associated with neuronal reactivity with enhanced pCREB activation in the pre-frontal cortex and hippocampus after exposure to an acute stressor [7, 29]. In this design, the acute stressor is exposure to fear conditioning. Here, the influence of stress and PLX5622 on pCREB activation was assessed in the DG granule layer immediately after cued fear testing (D9). pCREB was increased by stress (*F*(1,12) = 6.7, *p* < 0.03, Fig. 2I, J) and post hoc analysis (*p* < 0.05) confirmed that the highest pCREB activation was in stress-sensitized mice exposed to fear conditioning (Stress-Veh and Stress-PLX). Moreover, this increased pCREB in the hippocampus in stress-sensitized mice was independent of microglia. Thus, enhanced pCREB activation in the hippocampus with stress-sensitization was microglia/monocyte independent.

Next, the influence of RSD and PLX5622 on IL-1β RNA, microglial proportional area (IBA1^+^), monocyte accumulation (CD45^+^ cells) was determined in the hippocampus after RSD and fear conditioning (D9). First, IL-1*β* RNA was increased in the hippocampus after stress. This increase was unaffected by microglia depletion (*F*(1,43) = 18.98, *p* < 0.0001, Fig. 2H). PLX5622 reduced IBA1^+^ % area in the hippocampus (*F*(1,19) = 41.73, *p* < 0.0001; Fig. 2K, L). These data are consistent with microglia depletion. Stress also increased % area of IBA1^+^ in the hippocampus (*F*(1,19) = 166.9, *p* < 0.0001). CD45^+^ cells (monocytes) were increased after stress (*F*(1,18) = 43.0, *p* < 0.0001) and was prevented by microglia depletion (*F*(1,18) = 10.3, *p* < 0.005, Fig. 2M, N). These data are consistent with previous RSD studies of microglia depletion [7, 12].

In a separate study, the influence of stress and PLX5622 on *IL-1β* RNA in the DG was assessed by RNAscope 14 h after RSD. Stress increased *IL-1β* RNA in the DG (*F*(1,11) = 37.3, *p* < 0.0001), but same as above, it was independent of microglia (Fig. 2O, P). Thus, increased *IL-1β* RNA after RSD in the DG was monocyte/microglia independent.

### Stress-induced fear memory and pCREB activation in the hippocampus were dependent on neuronal IL-1R1

We show that enhanced fear memory after RSD was microglia/monocyte independent, but still associated with increased *IL-1β* RNA in the hippocampus/DG. This is relevant because IL-1R1 is highly expressed on excitatory neurons in the DG [30] and this pathway is important for stress-sensitization [29, 47]. Our lab and others have used pCREB labeling to assess neuronal re-activity to secondary stressors after mice have been stress sensitized by RSD [7, 48]. Thus, neuronal *Vglut2*^+^/IL-1R1^−/−^ (nIL-1R1^−/−^) mice were used to determine if enhanced fear memory following RSD was dependent on IL-1 receptor signaling in hippocampal excitatory neurons. Fear conditioning was assessed on D7–9 after RSD and samples were collected for analyses following cued fear on D9 (Fig. 3A).

**Fig. 3:**
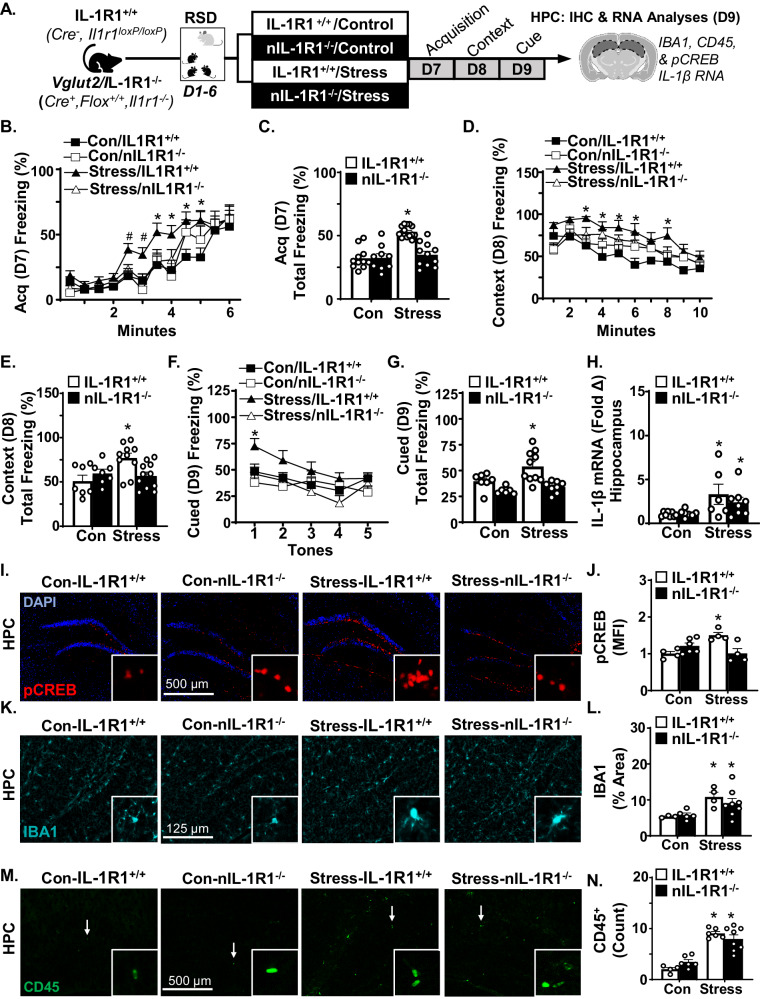
Stress-induced fear memory and pCREB activation in the hippocampus were dependent on neuronal IL-1R1. **A** Male IL-1R1^+/+^ and *Vglut2*^*+*^/IL-1R1^−/−^ (nIL-1R1^−/−^) mice were subjected to RSD or were undisturbed (control). Next, mice were exposed to the fear conditioning paradigm 1 day after RSD (*n* = 5). **B** Percent time freezing (*F*(3,502) = 16.30, *p* < 0.0001) and (**C**) total time freezing over 6 min in the fear acquisition (D7) trial (*F*(1,42) = 15.19, *p* < 0.0001). **D** Percent time freezing (*F*(3,280) = 19.53, *p* < 0.0001) and (**E**) total time freezing over 10 min in the contextual fear (D8) trial (*F*(1,31) = 4.62, *p* < 0.05). **F** Percent time freezing (*F*(3,140) = 8.998, *p* < 0.0001) and (**G**) total time spent freezing after each tone in the cued fear (D9) trial (*F*(1,27) = 6.03, *p* < 0.0001). Immediately after cued fear testing on D9, mice were sacrificed, and brains were collected. For RT-qPCR, hippocampi were microdissected and RNA was isolated (*n* = 6–8). **H** *IL-1β mRNA* in the hippocampus (*F*(1,25) = 9.5, *p* < 0.006; **H**). For IHC, samples were fixed, sectioned, and labeled. **I** Representative images of pCREB labeling and (**J**) mean fluorescent intensity (MFI) of pCREB in labeling the DG of the hippocampus (*n* = 3–5) relative to control (*F*(1,14) = 19.98, *p* < 0.001). **K** Representative images (*n* = 3–8) of IBA1 labeling and (**L**) % area of IBA1 labeling in the hippocampus (*F*(1,16) = 10.5, *p* < 0.005). **M** Representative CD45^+^ labeling and (**N**) number of CD45^+^ cells in hippocampus, amygdala, and pre-frontal cortex combined (*n* = 4–8) (*F*(1,20) = 75.9, *p* < 0.0001). Graphs represent the mean ± SEM, and individual data points are provided. Means with (*) are significantly different from controls (*p* < 0.05).

Fear conditioning was assessed in IL-1R1^+/+^ and nIL-1R1^−/−^ mice acutely (D7–9). As in Fig. 1, stress increased the percent total freezing during acquisition (*F*(1,42) = 15.19, *p* < 0.0001), context (*F*(1,31) = 4.624, *p* < 0.05) and cued (*F*(1,27) = 6.03, *p* < 0.0001; Fig. 3B–G). These enhancements were influenced by neuronal IL-1R1 signaling. For instance, stress increased percent freezing (*F*(3,502) = 16.30, *p* < 0.0001; Fig. 3B) and total percent freezing (*F*(1,42) = 15.19, *p* < 0.05; Fig. 3C) during acquisition (D7) which was nIL-1R1 dependent. Post hoc analysis confirmed that percent total freezing was highest in Stress-IL-1R1^+/+^ mice compared to all other groups including Stress-nIL-1R1^−/−^ mice (*p* < 0.05, Fig. 3C). This interaction was also evident (*F*(3,280) = 19.53, *p* < 0.0001) during context fear (D8). The effects of stress on the percent total freezing (*F*(1, 31) = 7.2, *p* < 0.05; Fig. 3D) were dependent on nIL-1R1. Post hoc analysis confirmed that the Stress-IL-1R1^+/+^ group had the highest total percent freezing compared to all other groups (*p* < 0.05; Fig. 3D). During cued fear (D9), stress increased the percent total freezing (*F*(3,140) = 8.9, *p* < 0.0001; Fig. 3F) and total percent freezing (*F*(1,27) = 6.03, *p* < 0.05; Fig. 3G). Post hoc analysis confirmed that Stress-IL-1R1^+/+^ was increased compared to all other groups (*p* < 0.05). Together, stress enhanced fear memory via neuronal IL-1R1 signaling in the DG.

Next, the influence of RSD, fear conditioning, and nIL-1R1 on IL-1β RNA, pCREB^+^ activation, IBA1^+^ proportional area, and monocyte accumulation (CD45^+^) were determined in the hippocampus. As expected, stress increased *IL-1β* RNA levels in the hippocampus (*F*(1,25) = 9.5, *p* < 0.006; Fig. 3H) independent of IL-1R1 signaling. RSD-induced pCREB in DG (*F*(1,14) = 6.7, *p* < 0.03 Fig. 3H, I) and this increase was dependent on nIL-1R1 (*F*(1,14) = 19.9, *p* < 0.001; Fig. 3H, I). The Stress-IL-1R1^+/+^ group had the highest levels of pCREB compared to all other groups including the Stress-nIL-1R1^−/−^ group (*p* < 0.05). IBA1^+^ proportional area (*F*(1,16) = 10.5, *p* < 0.005; Fig. 3K, L) and number of CD45^+^ monocytes (*F*(1,20) = 75.9, *p* < 0.0001; Fig. 3M, N) were increased after RSD independent of nIL-1R1 [47]. Collectively, IL-1R1 signaling in *Vglut2*+ neurons mediated the stress-induced enhancement in fear memory and pCREB^+^ activation in the hippocampus.

### Stress and nIL-1R1 knockout influence single-nuclei RNAseq clustering and profiles

We show that stress enhanced fear memory and pCREB activation in the hippocampus, dependent on IL-1R1, but microglia/monocyte independent. To determine transcriptional profiles of neurons in the hippocampus influenced by stress that may underlie enhanced fear responses, single-nuclei RNAseq (snRNAseq) was used. snRNAseq was used because nuclei isolation overrepresents neurons compared to other cells (Supplementary Fig. 1). This is evident consistently across different labs, and publications [43, 49–51]. Overall, snRNAseq provided excellent resolution of neuronal subpopulations in the hippocampus.

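Single-nuclei RNA was counted in 4 pools of hippocampus, each made from 3 mice, with 1 pool for each of Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/-. RSD ran for 6 nights of 2 h, and nuclei were isolated 14 h after the last night. In nIL-1R1-/- mice, Cre under *Vglut2* (*Slc17a6*) deletes *Il1r1* in glutamatergic neurons and their lineage only, so UMIs from other cells, or from exons outside the deleted part, can remain. Nuclei of all pools were barcoded by split-pool rounds with 6 first-round wells per pool, and the counts used here come from 4 sublibraries that hold nuclei of every pool. The authors deposited counts of unique transcripts (UMIs) per nucleus and gene, aligned to mm39, and these counts are used here without further filtering of reads. They held 7674, 6538, 5882 and 6116 nuclei in the order above, and 7554, 6511, 5858 and 6045 after removal of nuclei with over 20% mitochondrial UMIs. Mean reads per nucleus were 37935, 68067, 36085 and 29855, where the paper states 40,000. Median UMIs per nucleus were 3047.5, 4980.5, 3204 and 2544.5, and median genes 1509.5, 2054, 1544 and 1304.

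Log-normalized counts of 2000 variable genes were reduced to 30 principal components and clustered by the Leiden method, and neuronal clusters were clustered again. Clusters were named from known markers and are called DG-like, CA1-like and so on; their defining genes are not reported as results. Expression is given as CPM, a gene's UMIs scaled by all UMIs of the class in the pool. There are no replicates, since each group is 1 pool, so nothing is tested between groups. The 95% intervals (exact Poisson for CPM, exact binomial for shares, exact conditional binomial for log2 ratios) hold the counting error alone and leave out differences between mice or between pools. Groups carry the labels that came with the counts. Another 4 pools, from vehicle- and PLX5622-fed mice with or without RSD, were sequenced alongside and enter only where named.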

Here, IL-1R1^+/+^ and nIL-1R1^−/−^ mice were subjected to RSD and nuclei were isolated 14 h later (Fig. 4A). 

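Of the 25968 nuclei kept, 1228 were oligodendrocyte-like, 733 microglia-like, 646 oligodendrocyte precursor-like, 428 astrocyte-like, 206 endothelial-like, 58 vascular leptomeningeal-like and 29 ependymal-like. Neuronal clusters, counting in unnamed shallow clusters of 832 and 259 nuclei that scored best as neuronal, held 21936 nuclei, 84.5% (84.0 to 84.9%) of all. The choice that moved this share most was to take every nucleus with a *Syt1* UMI as neuronal, which gave 91.3%. Another 704 nuclei lay in a cluster that scored best as neuronal but was left unnamed because markers of another cell type were among its top genes, and are counted in none of these.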

While different cell types were identified by snRNAseq (Supplementary Fig. 1), our focus was on neuronal profiles. Thus, neuronal nuclei (Syt1^+^) were subclustered for analysis. Figure 4B shows unsupervised UMAP clustering from 21,792 neurons (5000–6000 neurons/group). 

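By pool, the neuronal nuclei numbered 6175 (81.7%), 5710 (87.7%), 4826 (82.4%) and 5225 (86.4%) in Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/-. Clustered again, they gave 20 clusters, of which 18 held nuclei of every pool. DG-like nuclei numbered 1279, 1420, 984 and 1042 (16.9, 21.8, 16.8 and 17.2% of each pool), CA1-like nuclei 1112, 1149, 711 and 924, CA2/3-like nuclei 612, 749, 531 and 437, and inhibitory (INH-like) nuclei 472, 716, 554 and 609. The other named neuronal clusters were *Slc17a6* excitatory-like (1717 nuclei), medium spiny-like (296), Cajal-Retzius-like (104) and other excitatory-like (559). Clusters left unnamed, 9 of them neuronal and 1 outside the neuronal clusters, held 6411 nuclei, or 13.6, 24.8, 29.5 and 33.8% of the 4 pools, so that the classes above leave out unequal shares of them. A further 252 neuronal nuclei were in a shallow cluster. The naming rule that kept them out was settled after the clusters had been seen.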

Nineteen clusters were identified with each condition represented. Figure 4C, D shows identities based on previous reports [39, 40] and ConservedMarkers (Seurat). Figure 4E highlights the distribution of clusters within each group. The DG clusters (NC16&17) had shifted distribution based on genotype and stress. 

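At the resolution used, the DG-like nuclei formed 1 cluster, which held 100% of them in every pool. Where a second cluster was forced by clustering the DG-like nuclei by themselves, the larger held 53.2, 66.8, 57.1 and 44.6% in Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/-. The nuclei of the larger had a median of 4086 UMIs and those of the smaller 1376 UMIs, so this division follows depth. With 15 principal components 3 clusters were named DG-like, of 2597, 2115 and 154 nuclei, and the largest held 49.5, 66.8, 55.8 and 38.6%. The clusters of 2597 and 2115 had medians of 4131 and 1352 UMIs, so this division follows depth too. The cluster of 154, led by *Fat2*, had 0 DG markers among its 10 top genes. It drew 63.0% of its nuclei from Stress-nIL-1R1-/- and 0% from Stress-IL-1R1+/+. The main clustering left a *Fat2*-led cluster of 126 nuclei unnamed, so these shares rest on a changed class.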

Figure 4F shows the percentage of each cluster in INH, DG, and CA1 neurons for each group. Cluster distribution was determined via UMAP function (Seurat). Cluster distribution was influenced by stress for the DG and CA1 clusters (Fig. 4F). For instance, stress increased cluster percentage of DG N16 compared to controls (70% vs. 37%) and stress decreased CA1 N11 compared to controls (20% vs. 37%).

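From Con-IL-1R1+/+ to Stress-IL-1R1+/+, the share of DG-like nuclei in the larger cluster differed by 6.33 percentage points with 15 principal components. That value counts the *Fat2*-led cluster as DG-like, 19.5% of which comes from Con-IL-1R1+/+ and 0% from Stress-IL-1R1+/+. The share differed by 3.95 points with the forced division, and by -5.32 once every nucleus was thinned to 500 UMIs before clustering. With 1 DG-like cluster the difference of 0 was fixed in advance and shows nothing about a shift. CA1-like nuclei formed 2 clusters, and the larger held 97.7% (96.6 to 98.5), 87.7% (85.7 to 89.6), 87.9% (85.3 to 90.2) and 79.3% (76.6 to 81.9) of them in Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/-. The difference between the IL-1R1+/+ pools was -9.76 points (-13.2 to -6.38). Between the nIL-1R1-/- pools the larger cluster was also smaller in stress. The alternative that moved it most was 15 principal components, with -27.0 points. It also changes the class, which then takes in a cluster of 2041 nuclei led by *Igfn1*, of which 7.1% come from Con-IL-1R1+/+ and 31.2% from Stress-IL-1R1+/+. Thinning to 500 UMIs left 1 CA1-like cluster, which fixes the difference at 0 and so shows nothing about a shift. A *Cpa6*-led cluster of 1697 nuclei that scored best as CA1 was then left unnamed. It drew 6.2% of its nuclei from Con-IL-1R1+/+ and 34.8% from Stress-IL-1R1+/+. The paper states that stress shifted DG and CA1 clusters.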

**Fig. 4:**
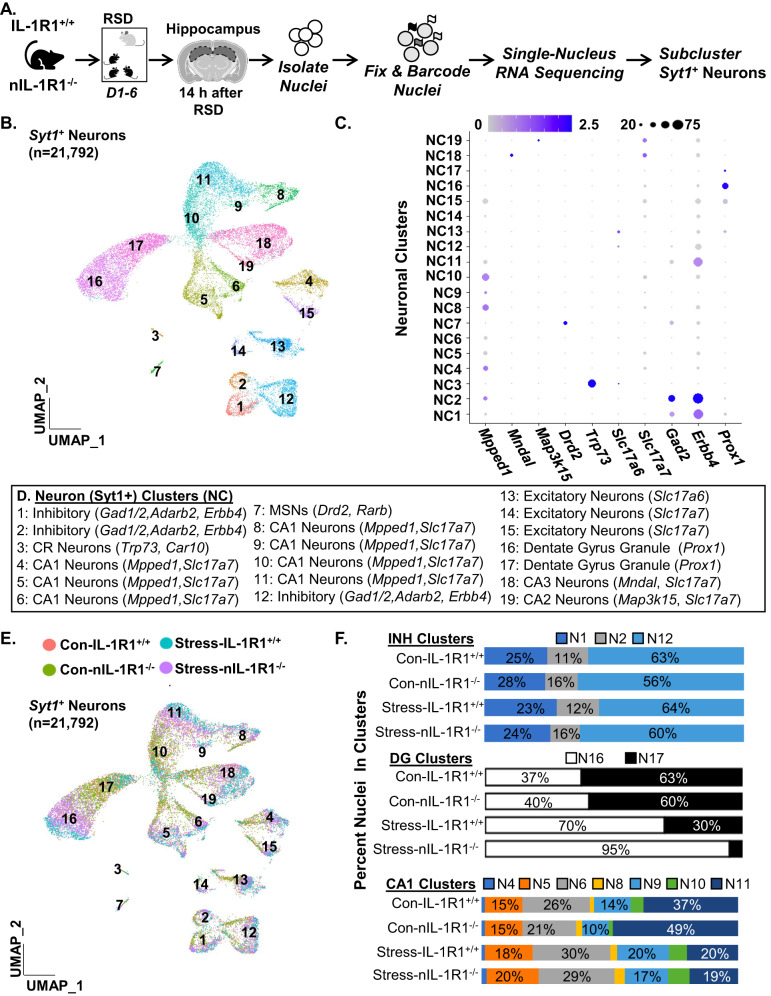
Stress and nIL-1R1 knockout influence single-nuclei RNAseq clustering and profiles. **A** Male IL-1R1^+/+^ and *Vglut2*^*+*^/IL-1R1^−/−^ (nIL-1R1^−/−^) mice were subjected to RSD or were undisturbed (control) and the hippocampus was dissected, pooled (3 mice per group) and nuclei were collected 14 h after RSD. Nucleus RNA profiles were determined by snRNA-seq. **B** UMAP clustering from a total of 21,792 neuronal nuclei identified 19 unique neuronal clusters. **C** Dot plot shows the expression of neuronal specific markers in the 19 neuronal clusters. UMAP plot with the distribution of cells based on the four treatments groups. **D** Annotation of each neuronal cluster based on markers found within the ConservedMarkers function. **E** Neuronal cluster distribution for each condition: Con-IL-1R1^+/+^, Con-nIL-1R1^−/−^, Stress-IL-1R1^+/+^, Stress-nIL-1R1^−/−^. **F** Percent nuclei represented in clusters of inhibitory neurons (INH), CA1 neurons, DG neurons for each experimental group: Con-IL-1R1^+/+^, Con-nIL-1R1^−/−^, Stress-IL-1R1^+/+^, Stress-nIL-1R1^−/−^. Clustering and differential expression were determined using uniform manifold approximation and projections (UMAP) clustering command in Seurat. Pooled samples for three replicates.

### Stress induced unique transcriptional patterns in hippocampal neurons that were dependent on neuronal IL-1R1 signaling

Using the snRNAseq data, Fig. 5A shows counts of *Il1r1* in INH, CA1, CA2/3 and DG neurons in the hippocampus. 

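*Il1r1* (ENSMUSG00000026072, chromosome 1, 40264174 to 40356417, plus strand) is the gene targeted in nIL-1R1-/- mice. In DG-like nuclei it had 253, 76, 92 and 24 UMIs in Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/-, which is 62.5 (55.0 to 70.7), 11.3 (8.94 to 14.2), 29.4 (23.7 to 36.1) and 8.95 (5.73 to 13.3) CPM. In CA2/3-like nuclei it was at 10.5, 4.98, 5.54 and 2.93 CPM (48, 48, 21 and 7 UMIs), in INH-like nuclei at 9.64, 6.05, 6.66 and 4.14 CPM (30, 52, 22 and 13 UMIs), and in CA1-like nuclei at 1.80, 1.56, 1.02 and 1.56 CPM (9, 12, 3 and 6 UMIs).

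A nucleus shows a transcript more often when it is read deeper. At least 1 *Il1r1* UMI was found in 14.7, 4.51, 7.01 and 1.92% of DG-like nuclei (median UMIs 2394, 3423, 2509 and 1917). For background, oligodendrocyte-like nuclei had 0.813, 1.26, 0 and 0% (median UMIs 1281, 1773, 1114 and 1130); the shares of 0 come from 338 and 239 nuclei and have upper limits of 1.09 and 1.53%. With every nucleus thinned to 500 UMIs, the DG-like shares were 3.21, 0.563, 1.12 and 0.398% (32, 0, 6 and 38 nuclei left out), and the oligodendrocyte-like share over the 4 pools was 0.0899%, against 0.489% unthinned. Unthinned, the shares were 6.37, 4.67, 3.58 and 1.37% of CA2/3-like, 4.66, 6.15, 3.43 and 1.97% of INH-like and 0.809, 1.04, 0.422 and 0.649% of CA1-like nuclei, so of the 4 neuronal classes INH-like nuclei had the largest share in both nIL-1R1-/- pools, in Stress-nIL-1R1-/- within counting error of DG-like nuclei (1.92%). Median UMIs were 5312, 8655, 5367 and 3712 in CA2/3-like and 4376, 6727, 3770.5 and 3271 in INH-like nuclei; thinned to 500 UMIs, their shares were 0.656, 0.267, 0.189 and 0.465% (2, 0, 3 and 7 nuclei left out), and 0, 0.279, 0.181 and 0.166% (7, 0, 3 and 6 left out).

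**Figure D1:**
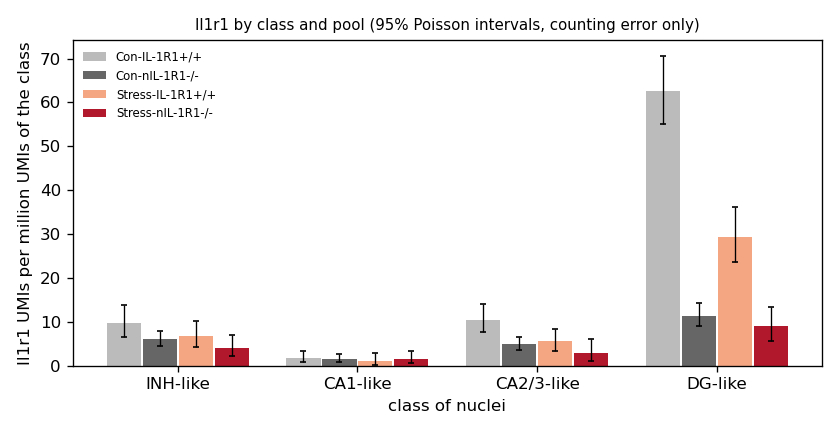
*Il1r1* CPM by class and pool, with 95% Poisson intervals for counting error; DG-like values are 62.5, 11.3, 29.4 and 8.95.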

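Among the UMIs of *Il1r1* in DG-like, CA1-like, CA2/3-like and INH-like nuclei, 445 of 716 were in DG-like nuclei, or 62.2% (58.5 to 65.7). By pool the share was 74.4% in Con-IL-1R1+/+, 40.4% in Con-nIL-1R1-/-, 66.7% in Stress-IL-1R1+/+ and 48.0% in Stress-nIL-1R1-/-. Thinning all nuclei to 1000 UMIs moved the share most, to 82.5%. *Prox1* (ENSMUSG00000010175, chromosome 1, 189850232 to 189904637, minus strand) marks granule neurons. Counted over all nuclei instead, 679 of 1340 *Il1r1* UMIs, or 50.7% (48.0 to 53.4), were in nuclei with a *Prox1* UMI, of any class. DG-like nuclei held 445 of the 1340 (33.2%), DG-like nuclei with a *Prox1* UMI 303 (22.6%) and endothelial-like nuclei 188.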

In total, 75% of *Il1r1* counts were in *Prox1*^+^ granule neurons (Fig. 5B). Additionally, there were increased *Il1r1* counts in the DG after RSD compared to controls. These increases were attenuated in the Stress-nIL-1R1^−/−^ group. These data confirm IL-1R1 expression in DG neurons and reduction of IL-1R1 in the nIL-1R1^−/−^.

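Between the IL-1R1+/+ pools, the labelled stress pool had less *Il1r1* in DG-like nuclei than the labelled control, with a log2 ratio of -1.09 (-1.45 to -0.74). The alternative that moved this most was thinning to 1000 UMIs, with -1.43. Nuclei with both an *Il1r1* and a *Prox1* UMI numbered 232 in Con-IL-1R1+/+ and 86 in Stress-IL-1R1+/+, or 3.07 and 1.47% of each pool, a log2 ratio of -1.06 (-1.44 to -0.70). By sublibrary, DG-like CPM was 57.8, 66.3, 75.7 and 60.5 in Con-IL-1R1+/+ and 29.5, 29.7, 16.0 and 33.3 in Stress-IL-1R1+/+. In these counts *Il1r1* is therefore lower, by label, after RSD.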

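In DG-like nuclei, Stress-nIL-1R1-/- was below Stress-IL-1R1+/+ by a log2 ratio of -1.72 (-2.43 to -1.06). Nuclei with both UMIs numbered 26 in Stress-nIL-1R1-/- (0.430% of the pool), and the log2 ratio of their share to that of Stress-IL-1R1+/+ was -1.77 (-2.46 to -1.12). Sublibraries 1 to 4 gave 14.6, 8.83, 5.55 and 5.10 CPM in the DG-like nuclei of Stress-nIL-1R1-/-.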

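In the control pools, DG-like *Il1r1* was lower in Con-nIL-1R1-/- than in Con-IL-1R1+/+ by a log2 ratio of -2.46 (-2.85 to -2.09), with 10.6, 7.39, 16.6 and 11.9 CPM in sublibraries 1 to 4 of Con-nIL-1R1-/-. Con-nIL-1R1-/- held 146 nuclei with both UMIs (2.24% of the pool), a log2 ratio of -0.45 (-0.76 to -0.15) to Con-IL-1R1+/+. Between the nIL-1R1-/- pools, the log2 ratio of stress to control was -0.34 (-1.07 to 0.34) by CPM and -2.38 (-3.04 to -1.77) by nuclei with both UMIs, a count that also rises with depth. The authors conclude that DG neurons express IL-1R1 and that nIL-1R1-/- mice have less of it, and they state that RSD raises it. On the first 2 points the counts fall the same way in both pairs of pools. On RSD they fall in the opposite direction under the labels that came with them.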

**Fig. 5:**
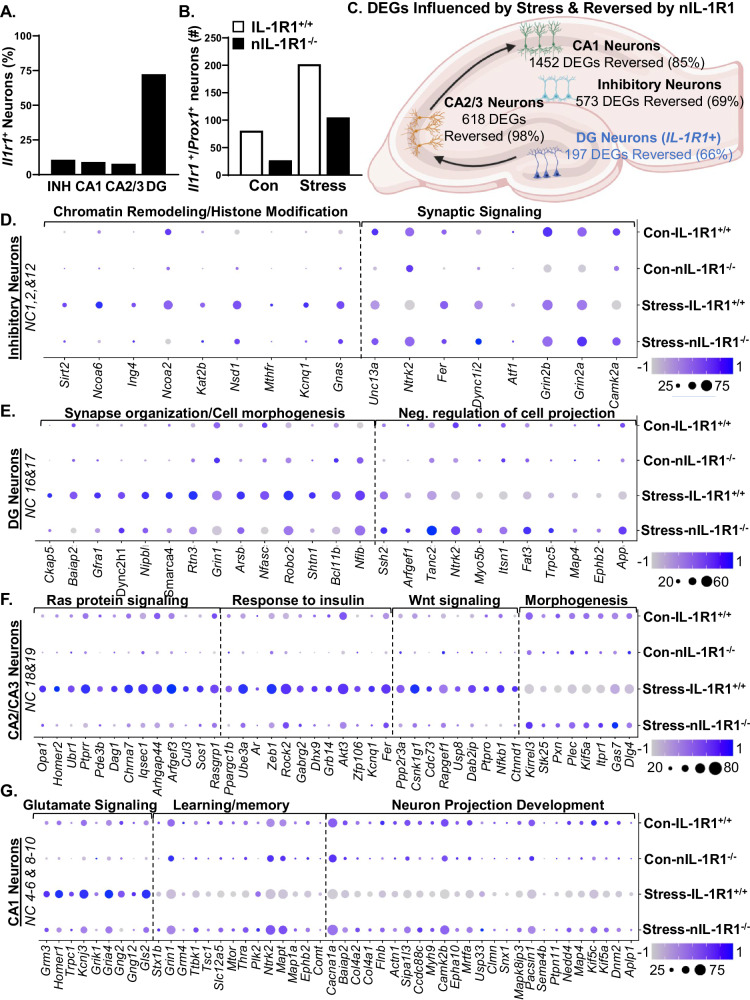
Stress-induced unique transcriptional patterns in hippocampal neurons that were dependent on neuronal IL-1R1 signaling. **A** The percentage of IL-1R1^+^ neurons in clusters of inhibitory (INH) neurons, CA1 neurons, DG neurons and CA2/3 neurons of the hippocampus for each condition: Con-IL-1R1^+/+^, Con-nIL-1R1^−/−^, Stress-IL-1R1^+/+^, Stress-nIL-1R1^−/−^. **B** Number of IL-1R1^+^/Prox1^+^ neurons from each condition. **C** Hippocampal diagram with the number of differentially expressed genes influenced by RSD and dependent on nIL-1R1 in DG, CA2/3, CA1 and INH neurons. Using Gene Ontology, DEGs (*p*adj < 0.05) were mapped to biological functions in inhibitory neurons, DG neurons, CA2/3 neurons, and CA1 neurons. **D** For inhibitory neurons, the following functions were used: chromatin remodeling (GO:0006338), histone modification (GO:0016570), and synaptic signaling (GO:0099536). **E** For CA1 neurons the following functions were used: glutamatergic synapse (GO:0098978), learning or memory (GO:0007611), and neuron projection development (GO:0031175). **F** For CA2/CA3 neurons the following functions were used: ras protein signaling (GO:0007265), response to insulin (GO:0032868), Wnt signaling (GO:0016055), and cell morphogenesis (GO:0000902). **G** For DG granule neurons the following functions were used: synapse organization (GO:0050808), cell morphogenesis (GO:0000902), and negative regulation of cell projection organization (GO:0031345).

Next, differentially expressed genes (DEGs) were obtained from INH (NC1,2,&12), CA1 (NC4–6&9–10), CA2/3 (NC18&19) and DG neurons (NC 16&17) using FindMarkers (Seurat). 

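Because nothing can be tested between single pools, the share reversed was counted over a fixed number of genes. Genes with enough UMIs were ranked by how far from 0 the 95% interval of the log2 ratio of Stress-IL-1R1+/+ to Con-IL-1R1+/+ lay, and the sign of Stress-nIL-1R1-/- over Stress-IL-1R1+/+ was then read for the top 200. Both ratios share the Stress-IL-1R1+/+ pool, so its counting error alone tends to make the signs opposite. To gauge that, its nuclei were divided at random into 2 equal parts, of which 1 was ranked against control and the other took the place of Stress-nIL-1R1-/-, in 20 repeats. In INH-like nuclei, 11866 genes were ranked, 94 of the 200 were higher in stress (115 with TMM), and 82.0% (76.0 to 87.1) had the opposite sign. The random parts gave 89.9% on average (85.5 to 94.5). Each part holds fewer nuclei than the pool, which adds counting error and raises this share. Between the nIL-1R1-/- pools, 71.0% (64.2 to 77.2) kept the sign they had between the IL-1R1+/+ pools.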

Figure 5C depicts the DEGs influenced by RSD in INH neurons in which 69% (573 DEGs) were reversed in the Stress-nIL-1R1^−/−^ mice compared to Stress-IL-1R1^+/+^ mice. 

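In CA1-like nuclei, 11473 genes were ranked and 181 of 200 were higher in Stress-IL-1R1+/+ (115 when thinned to 500 UMIs, 145 in the larger cluster), and 40.5% (33.6 to 47.7) had the opposite sign in Stress-nIL-1R1-/- over Stress-IL-1R1+/+. Random parts of the shared pool gave 74.2% (60.0 to 89.5). Between the nIL-1R1-/- pools 89.0% (83.8 to 93.0) kept their sign. The alternative that moved the opposite share most was the larger CA1-like cluster alone, with 90.5%; this was added after the values had been seen, because the smaller cluster is unevenly spread over the pools.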

For CA1 neurons, 85% (1452 DEGs) of the RSD induced genes were reversed in the Stress-nIL-1R1^−/−^ mice. For CA2/CA3 neurons, 98% (618 DEGs) of the stress-induced genes were reversed in Stress-nIL-1R1^−/−^ mice. 

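In CA2/3-like nuclei, where 11622 genes were ranked and 109 of 200 were higher in Stress-IL-1R1+/+, 91.0% (86.1 to 94.6) had the opposite sign. Random parts gave 86.2% (77.5 to 96.5), and 3 of 20 repeats were at least as large. Between the nIL-1R1-/- pools, 73.0% (66.3 to 79.0) kept their sign.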

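In DG-like nuclei, with 11099 genes ranked, the sign was opposite in Stress-nIL-1R1-/- over Stress-IL-1R1+/+ for 90.0% (85.0 to 93.8). Random parts of the Stress-IL-1R1+/+ nuclei gave 85.2% (79.0 to 90.0), with 1 of 20 repeats as large. Between the nIL-1R1-/- pools 68.0% (61.1 to 74.4) kept their sign.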

For DG neurons, 66% (197 DEGs) were reversed in the nIL-1R1^−/−^ mice (Fig. 5A). Thus, nIL-1R1 mediates neuronal transcriptome changes in each neuronal type of the hippocampus following RSD.

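The authors conclude that neuronal IL-1R1 mediates the response to RSD in each class. In the 4 classes, opposite signs covered from 40.5 to 91.0% of the genes, and random parts of a single pool, whose shares run high, from 74.2 to 89.9% on average. From 68.0 to 89.0% of the genes moved the same way between the nIL-1R1-/- pools as between the IL-1R1+/+ pools. The values of 40.5 and 89.0% are those of all CA1-like nuclei, whose mix of clusters differs between the pools. The larger CA1-like cluster alone, chosen after the values had been seen, gave 90.5% opposite and 71.0% kept.

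**Figure D2:**
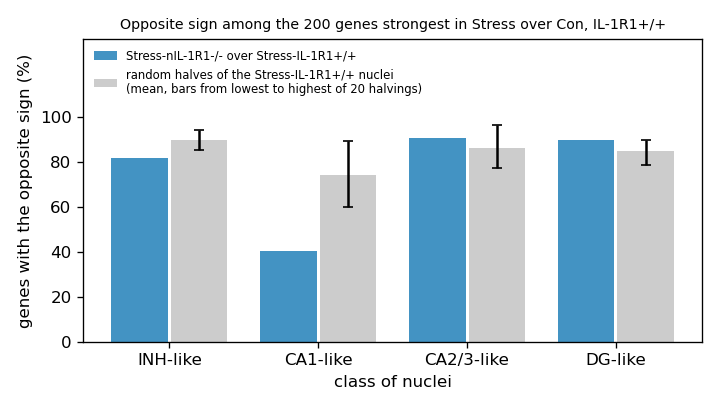
Share of 200 genes with the opposite sign in Stress-nIL-1R1-/- over Stress-IL-1R1+/+ (82.0, 40.5, 91.0 and 90.0%), beside random parts of the Stress-IL-1R1+/+ nuclei, which hold fewer nuclei each (mean, with the lowest and highest of 20 repeats). The larger CA1-like cluster alone, not drawn, gave 90.5%.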

The DEGs reversed by nIL-1R1^−/−^ were used in GO (Metascape) [46]. In INH neurons, RSD influenced genes associated with chromatin remodeling, histone modification, and synaptic signaling (*p*adj. < 0.05). These increases were reversed in Stress-nIL-1R1^−/−^ mice (Fig. 5D). 

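Of the INH genes legible in Fig. 5, the chromatin and histone set holds 9, of which 4 were higher and 5 lower in Stress-IL-1R1+/+ than in Con-IL-1R1+/+. The interval was off 0 for 1 of the 4 and 0 of the 5. With TMM, or with every nucleus thinned to 500 UMIs, 6 of the 9 were higher. The synaptic set holds 8, of which 4 were higher and 4 lower. The largest rises were *Ntrk2* (1046 CPM in Con-IL-1R1+/+, 1001 in Con-nIL-1R1-/-, 1247 in Stress-IL-1R1+/+, 1208 in Stress-nIL-1R1-/-; log2 0.25, 0.19 to 0.32), *Unc13a* (327, 328, 377, 339; 0.20, 0.08 to 0.32) and *Ncoa2* (269, 288, 300.4, 310.4; 0.16, 0.02 to 0.29). The largest falls were *Dync1i2* (243, 218, 185, 202; -0.39, -0.54 to -0.23), *Atf1* (38.2, 35.6, 30.9, 35.7; -0.31, -0.70 to 0.08) and *Grin2a* (1839, 2367, 1553, 1642; -0.24, -0.30 to -0.19). Stress-nIL-1R1-/- over Stress-IL-1R1+/+ was -0.15 (-0.27 to -0.03) for *Unc13a* and 0.12 (-0.04 to 0.28) for *Dync1i2*.

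Among all genes in INH-like nuclei, those farthest from 0 upward were *Rn7sk* (33.1, 81.9, 134 and 119.7 CPM; log2 2.02, 1.71 to 2.34), *Erdr1* (7.71, 8.49, 27.2, 17.8; 1.82, 1.16 to 2.54) and *Crhr2* (1.28, 2.79, 7.26, 2.87; 2.50, 0.96 to 4.49). Downward they were *Zfhx3* (71.3, 20.5, 19.1, 25.8; -1.90, -2.33 to -1.49), *Ttn* (22.8, 15.2, 5.45, 12.7; -2.07, -2.90 to -1.30) and *Vit* (5.78, 4.65, 0.605, 3.18; -3.26, -6.41 to -1.19). *Zfhx3* is also among the genes that define the *Slc17a6* excitatory-like cluster, most of which comes from Con-IL-1R1+/+.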

In DG neurons, stress influenced genes associated with synapse organization, cell morphogenesis, and negative regulation of cell projection, which all were reversed in Stress-nIL-1R1^−/−^ mice (Fig. 5E). 

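Of 14 DG genes legible in the synapse organization set, 9 were higher and 5 lower in Stress-IL-1R1+/+ than in Con-IL-1R1+/+, and 13 had the opposite sign in Stress-nIL-1R1-/- over Stress-IL-1R1+/+. Of 11 in the set for negative regulation of cell projection, 5 were higher and 6 lower, and 6 had the opposite sign. Thinned to 500 UMIs, 10 of the 14 and 5 of the 11 had it. The largest rises in DG-like nuclei were *Myo5b* (181, 242, 235 and 212 CPM in Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/-; log2 0.38, 0.23 to 0.53), *Gfra1* (186, 212, 237, 202; 0.35, 0.21 to 0.50) and *Ntrk2* (475, 555, 569, 579; 0.26, 0.17 to 0.35). The largest falls were *Robo2* (789, 769, 662, 785; -0.25, -0.33 to -0.17), *Nipbl* (231, 198, 209.5, 211; -0.14, -0.29 to 0.00) and *Arfgef1* (168, 166, 153, 157; -0.14, -0.31 to 0.03). Stress-nIL-1R1-/- over Stress-IL-1R1+/+ was 0.25 (0.16 to 0.34) for *Robo2* and -0.23 (-0.39 to -0.07) for *Gfra1*.

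Among all genes, *Erdr1* (4.69, 9.85, 45.1, 18.3; log2 3.26, 2.57 to 4.04), *Rn7sk* (26.9, 64.8, 81.9, 91.0; 1.60, 1.28 to 1.94) and *Gm42743* (4.45, 16.3, 18.2, 14.2; 2.04, 1.2499 to 2.89) lay farthest upward. *Mcl1* (6.18, 6.12, 0.640, 3.73; -3.27, -6.39 to -1.27), *4930522L14Rik* (4.69, 3.58, 0.320, 2.98; -3.88, -9.25 to -1.22) and *Tmem128* (7.66, 4.48, 1.28, 6.71; -2.58, -4.54 to -1.08) lay farthest downward.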

In CA2/3 neurons, stress influenced genes associated with Ras signaling, insulin response, Wnt signaling, and cell morphogenesis (*p*adj. < 0.05, Fig. 5F). These stress influences were reversed in Stress-nIL-1R1^−/−^ mice (*p*adj. < 0.05, Fig. 5D). 

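Of the CA2/3 genes legible in Fig. 5, those shown as raised by RSD were higher in Stress-IL-1R1+/+ for 3 of 13 in the Ras set, 5 of 12 in the insulin set and 5 of 9 in the Wnt set. All 8 of the morphogenesis set, shown as lowered, were higher, and 4 of them were with every nucleus thinned to 500 UMIs. The largest rises in CA2/3-like nuclei were *Pxn* (100.4, 97.2, 147 and 120.5 CPM in Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/-; log2 0.55, 0.37 to 0.73), *Stk25* (61.2, 68.9, 83.3, 85.3; 0.45, 0.21 to 0.68) and *Kif5a* (151, 149, 181, 178; 0.27, 0.11 to 0.42). Falls were seen for *Homer2* (103, 91.6, 68.6, 81.2; -0.59, -0.81 to -0.37) and *Ctnnd1* (72.1, 63.9, 54.1, 69.9; -0.42, -0.67 to -0.16). Stress-nIL-1R1-/- over Stress-IL-1R1+/+ was -0.29 (-0.50 to -0.08) for *Pxn* and 0.37 (0.07 to 0.67) for *Ctnnd1*.

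Among all genes, *Erdr1* (7.89, 9.87, 46.7, 23.0; log2 2.56, 2.04 to 3.12), *Rn7sk* (23.0, 55.6, 98.1, 83.2; 2.09, 1.78 to 2.42) and *Tuba1a* (0.877, 4.57, 5.80, 2.51; 2.73, 1.17 to 4.72) lay farthest upward, and *Acan* (13.8, 7.79, 3.16, 2.51; -2.13, -3.15 to -1.22), *Tll2* (16.4, 8.83, 4.48, 2.93; -1.87, -2.73 to -1.10) and *Gm37606* (10.5, 9.35, 2.64, 7.11; -1.996, -3.14 to -0.99) farthest downward.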

In CA1 neurons stress influenced genes associated with glutamatergic signaling, learning and memory, and neuron projection development (*p*adj. < 0.05). These increases were reversed in Stress-nIL-1R1^−/−^ mice (*p*adj. < 0.05, Fig. 5G). Thus, increased neuronal IL-1 signaling after RSD influences distinct pathways (direct/indirect) in specific neurons of the hippocampus.

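Of the CA1 genes legible in Fig. 5, the glutamatergic set, shown as raised, was higher in Stress-IL-1R1+/+ for 5 of 9. Of the sets shown as lowered, learning or memory was higher for 12 of 14 and lower for 2, and projection development was higher for 19 of 25 (13 of 25 thinned to 500 UMIs). The IL-1R1+/+ pools differ in their mix of CA1-like clusters, which can move these genes as well. The largest rises in CA1-like nuclei were *Grm4* (23.1, 38.0, 50.6 and 67.5 CPM in Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/-; log2 1.13, 0.77 to 1.49), *Gria4* (224, 379, 327, 440.3; 0.55, 0.42 to 0.67) and *Gls2* (16.2, 17.1, 22.1, 24.1; 0.45, -0.04 to 0.94). The largest falls were *Homer1* (417, 303, 288, 327; -0.53, -0.65 to -0.42), *Trpc1* (71.4, 69.5, 55.7, 66.5; -0.36, -0.63 to -0.09) and *Map4* (235, 202, 184, 197; -0.36, -0.50 to -0.21). Stress-nIL-1R1-/- over Stress-IL-1R1+/+ was 0.41 (0.12 to 0.71) for *Grm4*, the same direction as its rise, and 0.18 (0.06 to 0.31) for *Homer1*.

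Among all genes, *Tshz2* (55.9, 355, 401, 677; log2 2.84, 2.65 to 3.04), *Vwc2l* (12.0, 79.7, 97.9, 163; 3.03, 2.63 to 3.46) and *Cux2* (14.6, 68.7, 113, 144; 2.95, 2.58 to 3.34) lay farthest upward. They follow the smaller CA1-like cluster, since within the larger their log2 ratios were 0.13, 0.28 and 0.72. *Wnt2* (25.9, 7.17, 5.44, 10.1; -2.25, -3.10 to -1.50), *Scarna2* (158, 96.8, 61.5, 50.6; -1.36, -1.60 to -1.12) and *Ndst4* (281, 187, 143, 137; -0.98, -1.14 to -0.82) lay farthest downward, and within the larger cluster they were at -2.22, -1.23 and -0.78.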

### Stress induced unique canonical pathways, regulators, and cell-to-cell communication in hippocampal neurons dependent on nIL-1R1 signaling

Next, DEGs that were influenced by stress and reversed in Stress-nIL-1R1^−/−^ mice were used in IPA. Pathways with the highest (+) and lowest (−) *z*-score were selected in each neuronal subtype (Fig. 6A). Several inflammatory-related pathways were increased in different classes of neurons, including NF-κB, NFAT, GPCR, and integrin signaling. These increases were prevented by nIL-1R1^−/−^. These data are consistent with a previously published using bulk-RNAseq [47]. Notably, INH and CA1 neurons had reduced pathways of neuronal activation or synaptic strength (CREB signaling, calcium signaling, and protein kinase A signaling). DG neurons had increased CREB signaling and was prevented in nIL-1R1^−/−^ mice (Fig. 6A). This is consistent with hippocampal pCREB labeling (Fig. 3H).

**Fig. 6:**
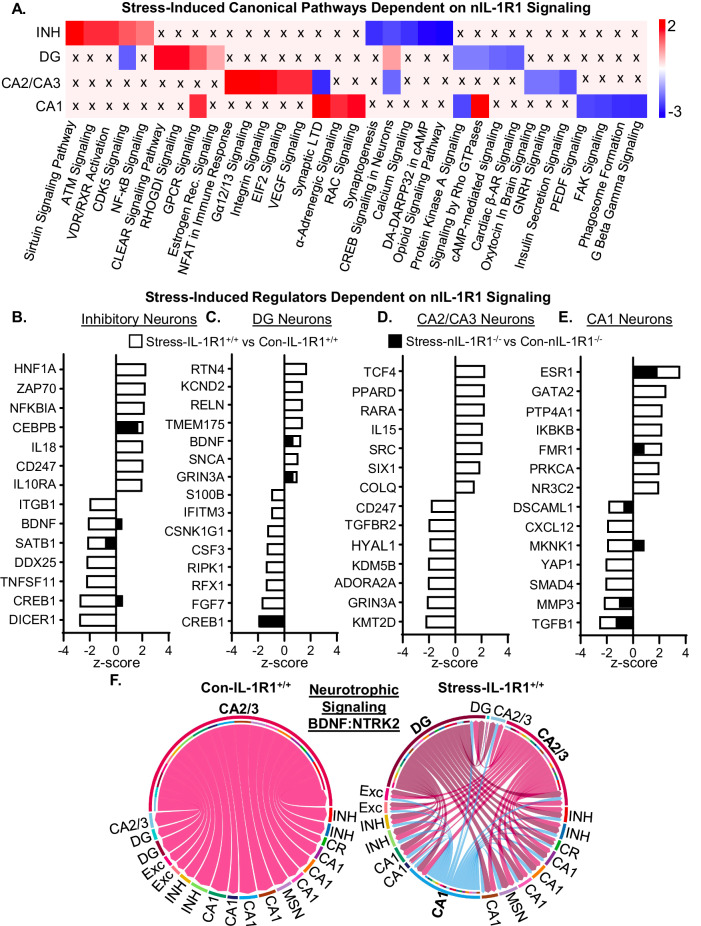
Stress uniquely altered neuronal canonical pathways, regulators, and communications pathway via neuronal IL-1 signaling. **A** Heatmap shows IPA canonical pathways influenced by RSD and reversed by nIL-1R1^−/−^ from DEGs (*p*adj < 0.05) from each subtype of neuron in the hippocampus. **B**–**E** Top regulators from IPA altered by stress within IL-1R1^+/+^ and nIL-1R1^−/−^ groups. The IL-1R1 comparison is denoted with white bars and the nIL-1R1^−/−^ comparison is denote with black bars. **F** CellChat chord diagram demonstrating neurotrophic signaling in Control-IL-1R1^+/+^ mice and Stress-IL-1R1^+/+^. Neurotrophic signaling was not significantly overexpressed in either nIL-1R1 groups.

Next, regulators with the highest (+) and lowest (−) *z*-score were selected. Again, stress induced several inflammatory pathways that were nIL-1R1 dependent (Fig. 6B–E). In the INH neurons, several regulators of inflammation were increased by stress and dependent on nIL-1R1 signaling (NFKBIA, IL18, and IL10RA). There was a decrease in regulators of neuronal function/activation (brain-derived neurotrophic factor (BDNF) and CREB1) and DNA modification (SATB1 and DICER1). In the DG neurons, several regulators related to fear memory were increased by stress and were dependent on nIL-1R1, including KCND2 and BDNF [52, 53]. There was reduced CREB1 in the Stress-nIL-1R1^−/−^, consistent with pCREB labeling (Fig. 3H) and IPA pathways (Fig. 6A). In the CA2/CA3 neurons, several regulators of inflammation were increased by stress and were dependent on nIL-1R1 signaling, including PPARD and IL15. Meanwhile, regulators of neuronal activation (ADORA2A and GRIN3A) and DNA modification (KDM5B and KMT2D) were reduced. In CA2/CA3 neurons, several regulators of inflammation were increased by stress and were dependent on nIL-1R1 signaling (IKBKB and NR3C2). Meanwhile, RSD decreased regulators of synaptic complexity (YAP1 and MMP3) and TGF-β pathways (SMAD4 and TGFB1). Collectively, stress-induced alterations to neuronal subpopulations regulating pathways related to neuronal activation and inflammation.

Using cellchat, overexpressed pathways were obtained. 

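Of the neurotrophic pair, *Bdnf* (ENSMUSG00000048482, chromosome 2, 109505045 to 109557475, plus strand) was at 59.8 CPM in the DG-like nuclei of Con-IL-1R1+/+ and 57.3 CPM in those of Stress-IL-1R1+/+, a log2 ratio of -0.06 (-0.35 to 0.22). In CA1-like nuclei it was at 33.7 and 24.1 CPM (-0.48, -0.90 to -0.07) and in CA2/3-like nuclei at 43.2 and 26.4 CPM (-0.71, -1.07 to -0.36). Nuclei with a *Bdnf* UMI made up 13.7% (175 of 1279) and 13.1% (129 of 984) of DG-like nuclei. Its receptor *Ntrk2* (ENSMUSG00000055254, chromosome 13, 58954176 to 59281784, plus strand) was at 475 and 569 CPM in DG-like nuclei (0.26, 0.17 to 0.35), and at 792.2 and 848.7 CPM in CA1-like nuclei (0.10, 0.03 to 0.17), with a log2 ratio of 0.11 (0.03 to 0.19) in CA2/3-like nuclei. The alternative that moved the *Ntrk2* ratio in DG-like nuclei most was thinning to 500 UMIs, with 0.39. *Creb1* was at 48.9 and 33.9 CPM in DG-like nuclei (-0.53, -0.88 to -0.18). Signalling between cells was not modelled; these are the transcript counts alone.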

Compared to Con-IL-1R1^+/+^, Stress-IL-1R1^+/+^ mice had increased neurotrophic signaling from the DG and CA1 (each color denotes a difference source). This signaling pathway was not enhanced in the nIL-1R1 groups (not shown). This is consistent with the stress-induced increase BDNF a regulator above, which was attenuated with the nIL-1R1^−/−^ (Fig. 6F). 

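Between Con-nIL-1R1-/- and Stress-nIL-1R1-/-, *Bdnf* was at 74.1 and 62.3 CPM in DG-like nuclei (log2 -0.25, -0.51 to 0.01), 29.2 and 42.6 CPM in CA1-like nuclei (0.54, 0.25 to 0.84) and 37.0 and 38.9 CPM in CA2/3-like nuclei (0.07, -0.27 to 0.41). *Ntrk2* was at 555 and 579 CPM in DG-like nuclei (0.06, -0.02 to 0.15) and 783 and 875 CPM in CA1-like nuclei (0.16, 0.10 to 0.22). The authors propose that RSD raises neurotrophic signalling from DG and CA1 neurons through neuronal IL-1R1. In the counts of the IL-1R1+/+ pools *Ntrk2* was higher and *Bdnf* was not, and in CA1-like nuclei *Bdnf* was higher only in stress of the nIL-1R1-/- pair. The vehicle and PLX5622 pairs did not both show the rise of *Ntrk2*. Their log2 ratios were 0.005 and -0.64 in DG-like nuclei and 0.13 and -0.15 in CA1-like nuclei.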

Overall, stress induced myriad changes in hippocampal neurons that were mediated by neuronal IL-1 signaling.

## Discussion

RSD causes sensitization in several cellular compartments including neurons [5]. Our previous studies indicate that neuronal *Vglut2*^+^/IL-1R1 was critical for stress-sensitization. Additionally, stress prolonged fear extinction, increased freezing during extinction recall, and increased IL-1β expression in the hippocampus following fear conditioning [20]. Novel aspects of this study were that stress-enhanced contextual fear memory persisted 29 days later. Moreover, the stress-enhanced fear memory and hippocampal pCREB activation were neuronal IL-1R1-dependent, but microglia/monocyte independent. Last, snRNAseq shows myriad stress-dependent influences on neuronal subpopulations in the hippocampus dependent on nIL-1R1. Overall, we provide new data that IL-1R1-mediated signaling (monocytes/microglia independent) in glutamatergic neurons after RSD enhanced neuronal reactivity and contextual fear memory. We provide a novel neuronal RNA signature in the hippocampus (single-nuclei level) that represents the IL-1R1-dependent influence of RSD. These RNA profiles in neurons, especially DG neurons, may represent the molecular basis of neuronal stress-sensitization and has relevance toward understanding the neurobiology of PTSD.

One interesting aspect of this study was that stress-induced enhancement of fear memory and neuronal reactivity with increased pCREB activation were independent of monocytes/microglia. Consistent with previous work, PLX5622 depleted microglia and reduced accumulation of CD45^+^ cells (monocytes) in the hippocampus after RSD [5, 54, 55]. Microglia depletion prior to RSD, however, had no effect on the stress-induced increase in contextual fear memory. Previous studies report that microglia depletion increased freezing during fear conditioning [56, 57]. For instance, using PLX3397, mice had increased freezing 35 days following fear acquisition. The authors interpreted these data to indicate that microglia mediated fear extinction or “forgetting” [56]. Thus, there may be memory effects of microglia depletion with PLX3397, which is a CSFR1 antagonist and c-kit inhibitor [58]. Nonetheless, microglia depletion with PLX5622 did not influence the response to stress and fear memory was still enhanced. Microglia depletion also did not reverse the stress induction in neuronal reactivity. Collectively we interpret these data to indicate that the stress-induced fear memory was independent of monocytes/microglia.

A key finding was that stress-induced enhancement of fear memory and neuronal reactivity with pCREB activation were dependent on neuronal IL-1R1. The involvement of IL-1R1 in stress-induced fear response is consistent with other studies reporting that IL-1β and IL-1R1 are associated with fear memory [59–63]. For instance, stress-enhanced fear learning (SEFL) increased IL-1β expression in the DG and treatment with IL-1RA prevented SEFL [59]. In a study of amyloid-β accumulation, global IL-1R1^−/−^ reversed fear memory deficits. The novelty here is that we show these responses of IL-1R1 are specifically in *Vglut2*^+^ neurons, which are highly expressed in the DG of the hippocampus [23, 30]. There is evidence that *Vglut2* is expressed on other regions at baseline [30]. Notably, nIL-1R1^−/−^ did not affect microglia activation, monocyte recruitment, and IL-1β after RSD. This is consistent with previous RSD studies [29, 47]. Additionally, pCREB activation (i.e., neuronal reactivity) in the DG after stress and fear conditioning was independent of microglia/monocytes but was dependent on nIL-1R1. The use of pCREB to determine neuronal re-activity is based on our previous studies [7, 29]. Other studies have validated that pCREB is predominantly in the granule cell layer of the DG [48, 64–66]. While pCREB expression was not assessed 28 days following fear conditioning, our previous studies show pCREB expression was only increased in stress-sensitized mice that received an acute stress at 24 days [7]. These data are consistent with the pCREB in the hippocampus of mice exposed to RSD and then fear conditioning at D9. We interpret these data as increased pCREB in mature neurons, but it is plausible that pCREB in the subventricular zone is increased in newly formed neurons [64]. Previously, we did not detect an increase in neurogenesis in the hippocampus 14 h after RSD [67], but those mice were not exposed to fear conditioning. Thus, further studies are needed to confirm maturity of the pCREB^+^ neurons. Overall, these interpretations align with the snRNAseq data showing that CREB Signaling in DG neurons was increased after stress and was dependent on nIL-1R1 (Fig. 6A). In addition, the dorsal DG is critical for both the encoding and retrieving of fear memories. For example, optogenetic inhibition of the dorsal DG decreased freezing during acquisition [68]. Here, stress-enhanced contextual fear and neuronal reactivity was dependent on nIL-1R1. While nIL-1R1^ko^ prevented enhanced fear memory at 7 days after RSD, it is unclear if nIL-1R1^ko^ would also prevent enhanced pCREB reactivity and fear memory at 28 days. Based on our previous studies with nIL-1R1^ko^ and stress-sensitization, we believe that neuronal IL-1R1 will have a key role. Nonetheless, we acknowledge there are other pathways that promote long-term sensitization in the context of fear conditioning, independent of neuronal IL-1R1. Collectively, we interpret these data to indicate that there was long-lasting sensitization of IL-1R1^+^ hippocampal neurons after RSD.

Another relevant finding was that stress-induced *IL-1β* RNA expression in the DG/hippocampus was independent of microglia/monocytes. While stress robustly increased *IL-1β* RNA in the hippocampus (RT-qPCR/RNAscope), it was unaffected by microglial depletion. Hippocampal *IL-1β* RNA was also unaffected by nIL-1R1^−/−^. Microglia and monocytes both express IL-1β after RSD [13, 67, 69] and communicate with endothelia to increase prostaglandins [14]. This pathway mediated anxiety in the open-field [14]. In coronal brain sections, RSD-induced IL-1β RNA was reduced by microglia depletion with PLX5622 [67]. This coronal section included several brain regions and was not specific to the DG/hippocampus [55]. Here, microglia depletion did not prevent IL-1β RNA expression in the DG/hippocampus after RSD. The interpretation is that non-myeloid cells may express IL-1β in the hippocampus. Based on location of the RNAscope labeling, neurons are likely expressing IL-1β. Thus, hippocampal IL-1R1 signaling is associated with neuronal sensitization, but the IL-1β in this region is not primarily from monocytes/microglia.

Relevant to neuronal sensitization after RSD, novel snRNAseq data revealed myriad stress-dependent influences on neuronal subpopulations (INH, CA1, CA2/3, and DG) that were dependent on nIL-1R1. As expected, DG neurons contained the highest percentage of *Il1r1* and was decreased in the nIL-1R1^−/−^ mice after RSD. These data support previous studies showing that IL-1R1 is highly expressed in the DG compared to other CNS regions [23, 29, 30] and that the Vglut2-Cre targets the hippocampus (Liu et al. [21]). Using GO, stress-influenced pathways associated with synaptic signaling (INH), glutamatergic signaling (CA1), learning and memory (CA1), synapse organization/cell morphogenesis (DG), and negative regulation of cell projection (DG). All these genes/pathways induced by stress were nIL-1R1 dependent. There were increases in pathways associated with neuroinflammation (NF-κB, T-Cell receptor signaling, CLEAR signaling) and were nIL-1R1 dependent. These data align with previous results of bulk-RNAseq of the hippocampus after RSD [47]. Also, INH transcriptome changes point to a disruption in the excitatory/inhibitory balance, which may alter spatial memory and fear behaviors [70–72]. Collectively, stress influenced the transcription of multiple neuronal subtypes in the hippocampus relating to synaptic plasticity and were nIL-1R1 dependent.

Another relevant finding was the influence of stress on the DG neurons. These are IL-1R1-expressing neurons. There was increased CREB signaling, estrogen-receptor (ER) signaling, synapse organization, cell morphogenesis, and calcium signaling after RSD. These stress-induced pathways were nIL-1R1-dependent. Data above and previous work has implicated each of these DG pathways in increased fear memory and synaptic plasticity [73]. A previous study showed ER signaling mediates hippocampal-based memory by interacting with metabotropic glutamate receptors and inducing CREB signaling in neurons [74]. When neuronal-derived 17β-estradiol was depleted, contextual fear extinction was decreased [75]. Thus, ER pathways are involved in contextual memory via glutamatergic and CREB signaling. There was also a decrease in Cdk5 signaling in the DG neurons after RSD (nIL-1R1-dependent). Cdk5 is associated with morphogenesis, synapse formation, and contextual memory [76]. Moreover, there was significant inhibition of stress responses in low IL-1R1-expressing neurons with nIL-1R1^−/−^ including INH, CA1, and CA2/3 neurons. As noted, IL-1R1 is highly expressed on granule cells of the DG. These DG neurons receive input from many sources and relay signals to the CA2/3 and CA1 [77]. Thus, preventing IL-1R1 signaling in DG neurons had profound downstream effects on the CA2/CA3, CA1, and INH neurons. Collectively, these IL-1R1 dependent pathways are critical in the sensitization of DG neurons after RSD.

snRNAseq revealed that stress uniquely altered pathways associated with increased glutamate signaling, synaptic plasticity, and long-term potentiation/depression (LTP/LTD) in the CA1 neurons. The influence of stress on CA1 neurons is likely downstream to the sensitization of the DG neurons. CA1 neurons increased glutamate signaling, synaptic LTD, and adrenergic signaling. Additionally, there was stress-induced decreases in FAK and PKA signaling, which are associated with neuronal transmission and neurotransmitter release [78, 79]. GO showed changes in the CA1 associated with learning and memory, and neuronal projection development. This aligns with previous data demonstrating that nIL-1R1^−/−^ prevented y-maze deficits after RSD [47], dependent on CA1 activity [80, 81]. Also, BDNF signaling was increased in DG neurons, and it was augmented in cell-to-cell signaling via CellChat. These effects of stress were absent in the Stress-nIL-1R1^−/−^ mice. These data are consistent with studies showing that fear conditioning acquisition and recall were associated with increased BDNF in the hippocampus [82]. Specifically, increased hippocampal BDNF was associated with increased contextual fear [52, 83]. Other reports using restraint and chronic mild stress, showed decreased hippocampal BDNF. Nonetheless, these reports only assessed global *Bdnf* mRNA or protein in the hippocampus [84, 85]. Here, neuron subpopulations were evaluated after RSD and BDNF signaling was increased in DG neurons and decreased in INH of the hippocampus. Thus, BDNF and related genes were selectively affected by stress in hippocampal neurons. Furthermore, we provide evidence that increased BDNF-associated pathways in the DG were nIL-1R1 dependent. Thus, stress enhanced neurotrophic signaling in the DG and could be a key component of neuronal sensitization and enhanced fear memory after RSD.

In conclusion, neuronal IL-1R1 signaling has a critical role in mediating enhanced fear memory after RSD. Here, neuronal IL-1R1 knockout prevented stress-induced fear memory and neuronal activation in the hippocampus. Additionally, neuronal transcriptome changes across the hippocampus after RSD were dependent on neuronal IL-1R1 signaling. Although fear conditioning involves a complex network, we identified IL-1R1 signaling in *Vglut2*^+^ neurons as basis of sensitization of DG neurons and the mechanism by which there is enhanced fear memory after RSD.

## Supplementary information

Supplement Methods

Supplemental Figure

Supplemental Figure Legend

## Data Availability

The single-nuclei data discussed have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE253687.

# Supplementary material for: Enhanced fear memory after social defeat in mice is dependent on interleukin-1 receptor signaling in glutamatergic neurons
**Source:** Mol Psychiatry. 2024 Mar 8;29(8):2321–34. doi: 10.1038/s41380-024-02456-1
**Supplement:** Supplementary file 1 — Supplement Methods

**Supplement Methods**

*Mice:* Male wild type C57BL/6 (5-7 weeks) and CD-1 aggressor mice were purchased from Charles River Laboratories (Wilmington, MA). Transgenic IL-1R1+/+ (Cre-) and neuronal (*Vglut2+*)/IL-1R1-/- (Cre+) mice were bred in-house 1-3. IL-1R1+/+ (Cre-) and neuronal (*Vglut2+*)/IL-1R1+/+ (Cre+) were co-housed during repeated social defeat. Treatment groups and behavior order were randomized. Mice had ad libitum access to food and water and were housed under a 12 h light/dark cycle. For these current experiments, only male mice were used. All procedures were in accordance with the NIH Guidelines and were approved by the Ohio State University Institutional Laboratory Animal Care and Use Committee.

*Repeated Social Defeat****:*** Mice were subjected to Repeated Social Defeat (RSD) as previously described 4, 5. In brief, a male CD-1 aggressor mouse was placed into the home cage of experimental mice (3 mice per cage) for two hours (between 16:00 to 18:00) per night for six consecutive nights. During the two hours, submissive behaviors (e.g., upright posture, fleeing, crouching) were observed to ensure experimental mice showed signs of defeat. A new CD-1 aggressor was introduced to the cage if no attack occurred within 3-5 minutes or if an experimental mouse defeated the CD-1 aggressor. At the end of the 2 h period, aggressor mice were removed, and experimental mice were left undisturbed in their home cages until the following day when the paradigm was repeated. To avoid habituation, different aggressors were used on consecutive nights. The health of the experimental mice was monitored carefully throughout the experiments. Experimental mice that were significantly wounded, injured, or moribund were removed from the study. Similar to previous studies, less than 5% of mice met the early removal criteria 6. Control mice were left undisturbed in a separate room and in their home cages. Only male mice were used in this study. Previous studies have established RSD in females, using modified social defeat with male DREADD aggressors7, 8. Using this model, female mice have neuronal activation and microglia reactivity in stress responsive regions, monocyte trafficking to the brain, and anxiety-like behavior after social defeat9.

*Plexxikon (PLX) 5622 Administration:* PLX5622 was provided by Plexxikon Inc. (Berkley, CA) and formulated in AIN-76A rodent chow by Research Diets at a concentration of 1,200 mg/kg. Standard AIN-76A diet was provided as a vehicle control. Mice were provided ad libitum access to PLX5622 or vehicle diet for 7 days to deplete microglia prior to RSD. This dose and time was validated and results in ~96% depletion of microglia from the brain 10.

*Fear Conditioning****:*** Fear conditioning was conducted as described with some modifications 11. In brief, the fear conditioning paradigm was initiated on either d7 or d27 (1 day or 22d after the cessation of social defeat). For the acquisition trial, mice were habituated in a clear (16inx16in) plexiglass container with a shock grid and gray wall inserts for 90s followed by a 30s (2000 Hz, 70db) tone where a 0.5 mA shock co-terminated during the last two seconds. The tone/shock pairing repeated five times with a 30s inter-trial interval (ITI). Mice were returned to their home cage after the last tone/shock pairing for 1 day. For the contextual trial, mice were habituated in the behavioral suite for 45 minutes then placed in the plexiglass box (context A) and time spent freezing was recorded for 10 minutes. Mice were returned to home cages for 1 day. For the cued trial, mice were habituated for 90s in a new context (context B) with checkered wall and floor inserts and a banana extract scent. Next, a tone played five time with 30 second ITIs. Experimenters were blinded to the group conditions and data were analyzed (e.g., time spent Percent freezing) using Fusion software (Omnitech Electronics). Each cohort was randomized, and experimenters were blinded to the treatments and data were analyzed using Fusion software.

*pCREB, Iba1 and CD45 detection:* Immunohistochemical analyses were completed as described 6. In brief, the brain was post fixed in 4% formaldehyde and then cryoprotected with 30% sucrose. The brain was sectioned (30 um) and sections were washed (PBS with 0.1% Triton X-100), blocked (5% normal donkey serum and 0.3% Triton X-100), and then incubated with primary antibodies. Hippocampal sections were incubated with rat anti-mouse CD45 (1:500, Bio-Rad; #MCA1388), rabbit anti-mouse Iba1 (1:1000, Wako; #019-19741), or rat anti-mouse pCREB (1:1000, Cell Signaling; #9198) antibodies overnight at 4°C. Next hippocampal sections were washed and incubated with fluorochrome-conjugated secondary antibodies: Donkey anti-rabbit 647 or Donkey anti-goat 488 (Thermo Fisher Scientific). Labeled sections were washed, mounted on slides and imaged using an EVOS M7000 imaging system (10x or 20x magnification). Images were analyzed using ImageJ to determine cell counts, percent area, or mean fluorescent intensity of the fluorescent labeling. Experimenters were blinded to the treatments during image capture and analysis.

*RNA isolation and qPCR****.*** Total RNA was extracted from the hippocampus using Tri-Reagent (Sigma-Aldrich, #T9424) and cDNA was generated from the High-Capacity Reverse Transcription Kit (Applied Biosystems, #4374966). Quantitative real-time (q)-PCR for IL-1β expression (mm00434228_m1) was completed using a TaqMan Gene Expression assay in which cDNA was amplified using qPCR where the target gene(s) and reference gene (GAPDH) was amplified concurrently using an oligonucleotide probe with a 5’ fluorescent reporter dye (FAM) and 3’ quencher (NFQ). Fluorescence was determined using QuantStudio 3 Real-Time PCR System (Applied Biosystem). Data was generated using the comparative threshold cycle (ΔΔCT) method and date were expressed as fold change compared to controls.

*In situ hybridization of IL-1β:* RNAscope was performed as previously described 6 to detect Il-1b in the hippocampus using a Multiplex Fluorescent Reagent Kit v2 (Advanced Cell Diagnostics; #323100). In brief, tissue sections were washed, heated to 60°C for 30 minutes, post-fixed, and dehydrated in ethanol. Sections were treated with hydrogen peroxide for 10 minutes and co-detection antigen retrieval was performed for 10 minutes. The following day, sections were treated with Protease III for 30 minutes and the probe (IL-1β-C1; #316891) was hybridized for 2 h at 40°C. Probe Amplification performed according to manufacturer’s instructions and signal was developed using an Opal 690 dye (Akoya Biosciences; #FPI1497001KT) and counterstained with DAPI. Images were captured using a Leica SP8 confocal imaging system at 63X magnification percent area *IL-1β* RNA was quantified using ImageJ**.** Experimenters were blinded to the treatments during image capture and analysis.

*Nuclei isolation:* Hippocampi (n=3) were extracted and pooled. Pooled samples were homogenized using dounce homogenizers and a homogenization buffer (1.5 M NIM1 Buffer with 250mM sucrose, 25mM KCl, 5mM MgCl2, 10mM Tris Buffer pH 8, 1uM DTT, 0.4U/uL Enzymatics RNAase-Inhibitor (#Y9240L), 0.2U/uL Superase-Inhibitor (Thermo Fisher Scientific, #AM2694), and .1% Triton X-100). Hippocampi homogenates were filtered (40uM strainer) and clarified. Resulting homogenates were resuspended in a PBS buffer with RNase Inhibitors (0.05U/ul of Enzymatics RNAase-Inhibitor and Superase-Inhibitor) and re-pelleted. To remove myelin debris, homogenates were incubated with Myelin Removal Beads II (Miltenyi Biotec, #130-096-731) for 15 minutes at 4°C. Homogenates were washed (50% PBS and 50% PBS + 1% BSA) and re-pelleted. Supernatant was removed and samples were resuspended in wash buffer. One LS column (Miltenyi Biotec, # 130-042-401) per sample was used to filter the samples followed by pelleting and resuspending in wash buffer. Nuclei were counted with AO/PI (Logos Biosystems, #F23001) on a Luna-FL Cell Counter and fixed with a Nuclei Fixation Kit (Parse Biosciences, #SB1003) per the manufacturer’s instructions followed by freezing at -80°C in a Mr. Frosty (Thermo Fisher Scientific, #5100-001).

*Single nuclei barcoding and sub-library generation:* The Parse Biosciences Whole Transcription Kit was used to barcode and generate eight separate sub-libraries with 12,500 nuclei per sub-library according to the manufacturer’s instructions. DNA concentration was measured by Qubit 4 Fluorometer and a Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, #Q32851). A Bioanalyzer 2100 with a High Sensitivity DNA Assay chip was used to control quality of sub-libraries before samples were sequenced. RNA was sequenced at a depth of 40,000 reads per nuclei using a NovaSeq S4 at the Advanced Genomics Core at the University of Michigan Advanced Genomics Core.

*SnRNAseq Data Processing:*Each fastq.gz file was downloaded and aligned to the Genome Reference Consortium Mouse Reference 39 (mm39) using the Parse Biosciences pipeline. Matrices were downloaded and filtered in RStudio using Seurat (v4.1.1)12. Nuclei showing greater than 20% mitochondrial DNA were filtered out prior to clustering. The *Syt1*+ were subset to analyze neurons. After clustering using Uniform Manifold Approximation and Projection (UMAP) cell identification was performed with established markers: neurons (*Syt1*), CA1 neurons (*Mpped1*), CA2/3 (*Mndal*,*Map3k15*), DG neurons (*Prox1*), inhibitory neurons (*Gad1&2, Adarb2, Erbb4*), excitatory neurons (*Slc17a7*), Cajal–Retzius cells (*Trp73*, *Car10*), and medium spiny neurons (*Drd2*, *Rarb*)13-18. Differential gene expression from p-adjusted values was performed using the FindMarkers feature of Seurat with Model-based Analysis of Single-cell Transcriptomics (MAST)19. Pathway and master regulators analysis was performed with Ingenuity Pathway Analysis (IPA; Qiagen)20.

Code availability: Code is available upon request. The single nuclei data discussed have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE253687.

*Statistical analysis:* Data was analyzed GraphPad Prism 9 with T-tests or two-way ANOVAs to determine main effects and interactions between factors. Tukey HSD was used for *post-hoc* analysis when main effects or interactions were significant. Grubbs outlier test was used to determine outliers (Q=1%). Samples that qualified as outliers were removed from all analyses. All figures are means with s.e.m. Individual data points >2 standard deviations above and below the mean were considered outliers. Samples sizes were determined based on previously published power analyses and studies using the same experimental approaches1, 6, 21. All experiments pass the Shapiro-Wilk test of normality.

Sample Sizes

| Fig.1-Fear Conditioning (D7)  1 Cohort | Control (n=5) | Stress (n=5) | No Shock Control (n=5) | No Shock Stress (n=5) |
| --- | --- | --- | --- | --- |
| Fig.1-Fear Conditioning (D28)  1 Cohort | Control (n=6) | Stress (n=9) | No Shock Control (n=5) | No Shock Stress (n=5) |
| Fig.2-Fear Conditioning  5 Cohorts | Con-Veh (n=15) | Con-PLX (n=15) | Stress-Veh (n=15) | Stress-PLX (n=15) |
| Fig.2-pCREB | Con-Veh (n=3) | Con-PLX (n=3) | Stress-Veh (n=4) | Stress-PLX (n=5) |
| Fig.2-IBA1 | Con-Veh (n=6) | Con-PLX (n=6) | Stress-Veh (n=6) | Stress-PLX (n=6) |
| Fig.2-CD45 | Con-Veh (n=4) | Con-PLX (n=5) | Stress-Veh (n=6) | Stress-PLX (n=6) |
| Fig.2-RNAscope | Con-Veh (n=3) | Con-PLX (n=4) | Stress-Veh (n=4) | Stress-PLX (n=4) |
| Fig.3-Fear Conditioning  3 cohorts | Con-IL-1R1+/+ (n=13) | Con-nIL-1R1-/-(n=9) | Stress- IL-1R1+/+ (n=15) | Stress-nIL-1R1-/- (n=11) |
| Fig.3-pCreb | Con-IL-1R1+/+ (n=4) | Con-nIL-1R1-/-(n=6) | Stress- IL-1R1+/+ (n=4) | Stress-nIL-1R1-/- (n=4) |
| Fig.3-IBA1 | Con-IL-1R1+/+ (n=3) | Con-nIL-1R1-/-(n=5) | Stress- IL-1R1+/+ (n=4) | Stress-nIL-1R1-/- (n=8) |
| Fig.3-CD45 | Con-IL-1R1+/+ (n=4) | Con-nIL-1R1-/-(n=6) | Stress- IL-1R1+/+ (n=6) | Stress-nIL-1R1-/- (n=8) |
| Single nuclei RNA-seq (pooled) | Con-IL-1R1+/+ (n=3) | Con-nIL-1R1-/-(n=3) | Stress- IL-1R1+/+ (n=3) | Stress-nIL-1R1-/- (n=3) |

# References

1. DiSabato DJ, Yin W, Biltz RG, Gallagher NR, Oliver B, Nemeth DP *et al.* IL-1 Receptor-1 on Vglut2+ neurons in the hippocampus is critical for neuronal and behavioral sensitization after repeated social stress. *Brain, Behavior, & Immunity-Health* 2022; **26:** 100547.

2. Liu X, Nemeth DP, McKim DB, Zhu L, DiSabato DJ, Berdysz O *et al.* Cell-Type-Specific Interleukin 1 Receptor 1 Signaling in the Brain Regulates Distinct Neuroimmune Activities. *Immunity* 2019; **50**(2)**:** 317-333 e316.

3. Liu X, Yamashita T, Chen Q, Belevych N, McKim DB, Tarr AJ *et al.* Interleukin 1 type 1 receptor restore: a genetic mouse model for studying interleukin 1 receptor-mediated effects in specific cell types. *J Neurosci* 2015; **35**(7)**:** 2860-2870.

4. Lisboa SF, Niraula A, Resstel LB, Guimaraes FS, Godbout JP, Sheridan JF. Repeated social defeat-induced neuroinflammation, anxiety-like behavior and resistance to fear extinction were attenuated by the cannabinoid receptor agonist WIN55,212-2. *Neuropsychopharmacology : official publication of the American College of Neuropsychopharmacology* 2018; **43**(9)**:** 1924-1933.

5. Weber MD, McKim DB, Niraula A, Witcher KG, Yin W, Sobol CG *et al.* The Influence of Microglial Elimination and Repopulation on Stress Sensitization Induced by Repeated Social Defeat. *Biological psychiatry* 2019; **85**(8)**:** 667-678.

6. Yin W, Swanson SP, Biltz RG, Goodman EJ, Gallagher NR, Sheridan JF *et al.* Unique brain endothelial profiles activated by social stress promote cell adhesion, prostaglandin E2 signaling, hypothalamic–pituitary–adrenal axis modulation, and anxiety. *Neuropsychopharmacology : official publication of the American College of Neuropsychopharmacology* 2022; **47**(13)**:** 2271-2282.

7. Dion-Albert L, Cadoret A, Doney E, Kaufmann FN, Dudek KA, Daigle B *et al.* Vascular and blood-brain barrier-related changes underlie stress responses and resilience in female mice and depression in human tissue. *Nature communications* 2022; **13**(1)**:** 164.

8. Takahashi A, Chung JR, Zhang S, Zhang H, Grossman Y, Aleyasin H *et al.* Establishment of a repeated social defeat stress model in female mice. *Scientific reports* 2017; **7**(1)**:** 12838.

9. Yin W, Gallagher NR, Sawicki CM, McKim DB, Godbout JP, Sheridan JF. Repeated social defeat in female mice induces anxiety-like behavior associated with enhanced myelopoiesis and increased monocyte accumulation in the brain. *Brain, behavior, and immunity* 2019; **78:** 131-142.

10. Witcher KG, Bray CE, Chunchai T, Zhao F, O'Neil SM, Gordillo AJ *et al.* Traumatic Brain Injury Causes Chronic Cortical Inflammation and Neuronal Dysfunction Mediated by Microglia. *The Journal of Neuroscience* 2021; **41**(7)**:** 1597-1616.

11. Tipps ME, Raybuck JD, Buck KJ, Lattal KM. Delay and trace fear conditioning in C57BL/6 and DBA/2 mice: issues of measurement and performance. *Learning & memory* 2014; **21**(8)**:** 380-393 %@ 1072-0502.

12. Hao Y, Hao S, Andersen-Nissen E, Mauck WM, 3rd, Zheng S, Butler A *et al.* Integrated analysis of multimodal single-cell data. *Cell* 2021; **184**(13)**:** 3573-3587 e3529.

13. O'Neil SM, Hans EE, Jiang S, Wangler LM, Godbout JP. Astrocyte immunosenescence and deficits in interleukin 10 signaling in the aged brain disrupt the regulation of microglia following innate immune activation. *Glia* 2022; **70**(5)**:** 913-934.

14. Zhong S, Wang M, Zhan Y, Zhang J, Yang X, Fu S *et al.* Single-nucleus RNA sequencing reveals transcriptional changes of hippocampal neurons in APP23 mouse model of Alzheimer’s disease. *Bioscience, Biotechnology, and Biochemistry* 2020; **84**(5)**:** 919-926.

15. Kalinina A, Lagace D. Single-Cell and Single-Nucleus RNAseq Analysis of Adult Neurogenesis. *Cells* 2022; **11**(10).

16. Franjic D, Skarica M, Ma S, Arellano JI, Tebbenkamp ATN, Choi J *et al.* Transcriptomic taxonomy and neurogenic trajectories of adult human, macaque, and pig hippocampal and entorhinal cells. *Neuron* 2022; **110**(3)**:** 452-469 e414.

17. Witcher KG, Bray CE, Chunchai T, Zhao F, O'Neil SM, Gordillo AJ *et al.* Traumatic brain injury causes chronic cortical inflammation and neuronal dysfunction mediated by microglia. *Journal of Neuroscience* 2021; **41**(7)**:** 1597-1616.

18. Rosenberg AB, Roco CM, Muscat RA, Kuchina A, Sample P, Yao Z *et al.* Single-cell profiling of the developing mouse brain and spinal cord with split-pool barcoding. *Science* 2018; **360**(6385)**:** 176-182.

19. Finak G, McDavid A, Yajima M, Deng J, Gersuk V, Shalek AK *et al.* MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. *Genome biology* 2015; **16**(1)**:** 1-13.

20. Kramer A, Green J, Pollard J, Jr., Tugendreich S. Causal analysis approaches in Ingenuity Pathway Analysis. *Bioinformatics* 2014; **30**(4)**:** 523-530.

21. DiSabato DJ, Nemeth DP, Liu X, Witcher KG, O’Neil SM, Oliver B *et al.* Interleukin-1 receptor on hippocampal neurons drives social withdrawal and cognitive deficits after chronic social stress. *Molecular psychiatry* 2021; **26**(9)**:** 4770-4782.

# Supplementary material for: Enhanced fear memory after social defeat in mice is dependent on interleukin-1 receptor signaling in glutamatergic neurons
**Source:** Mol Psychiatry. 2024 Mar 8;29(8):2321–34. doi: 10.1038/s41380-024-02456-1

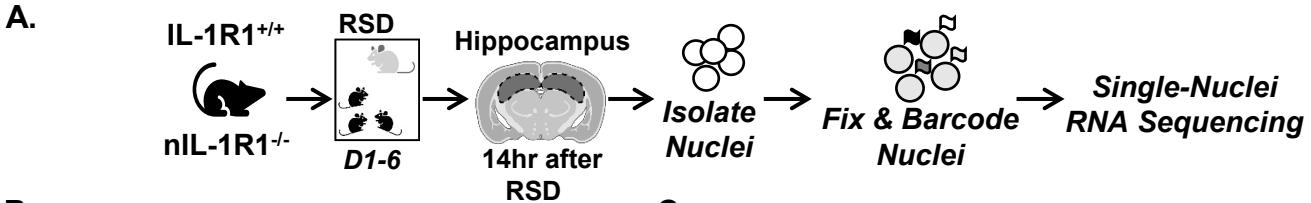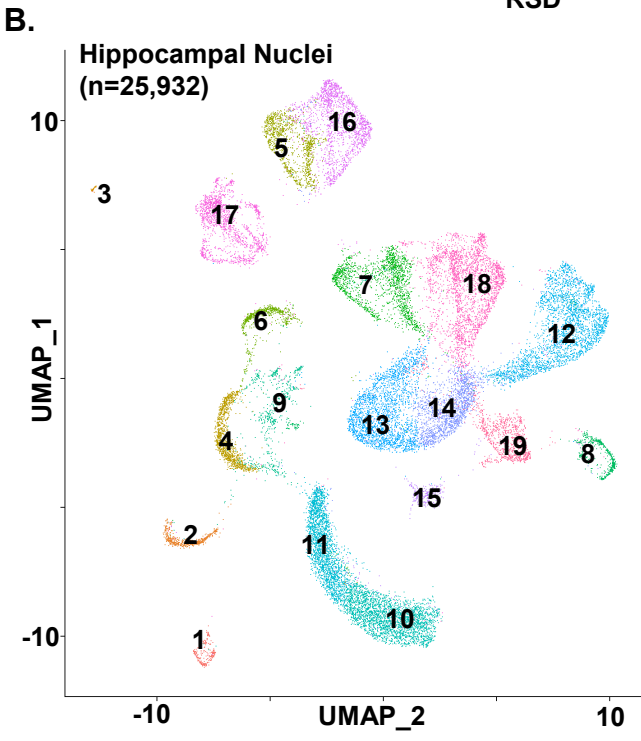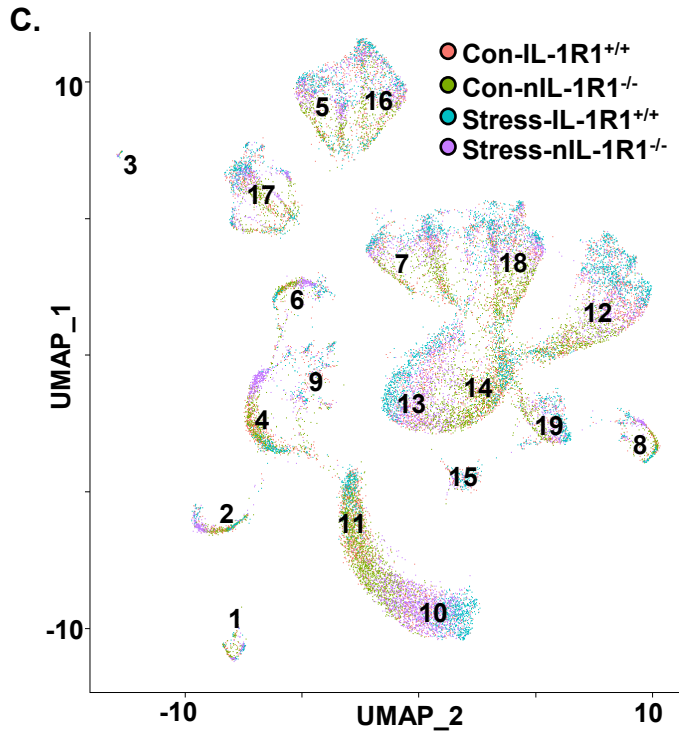

**D. Hippocampal Clusters**

|                                 |                                    |                            |                            |
|---------------------------------|------------------------------------|----------------------------|----------------------------|
| 1: Endothelial ( <i>Flt1</i> )  | 5: Neuron ( <i>Syt1</i> )          | 10: Neuron ( <i>Syt1</i> ) | 15: Neuron ( <i>Syt1</i> ) |
| 2: Astrocyte ( <i>Slc1a3</i> )  | 6: OPCs ( <i>Pdgfra</i> )          | 11: Neuron ( <i>Syt1</i> ) | 16: Neuron ( <i>Syt1</i> ) |
| 3: Ependymal ( <i>Cfap299</i> ) | 7: Neuron ( <i>Syt1</i> )          | 12: Neuron ( <i>Syt1</i> ) | 17: Neuron ( <i>Syt1</i> ) |
| 4: Neuron ( <i>Syt1</i> )       | 8: Microglia ( <i>P2ry12</i> )     | 13: Neuron ( <i>Syt1</i> ) | 18: Neuron ( <i>Syt1</i> ) |
|                                 | 9: Oligodendrocytes ( <i>Mag</i> ) | 14: Neuron ( <i>Syt1</i> ) | 19: Neuron ( <i>Syt1</i> ) |

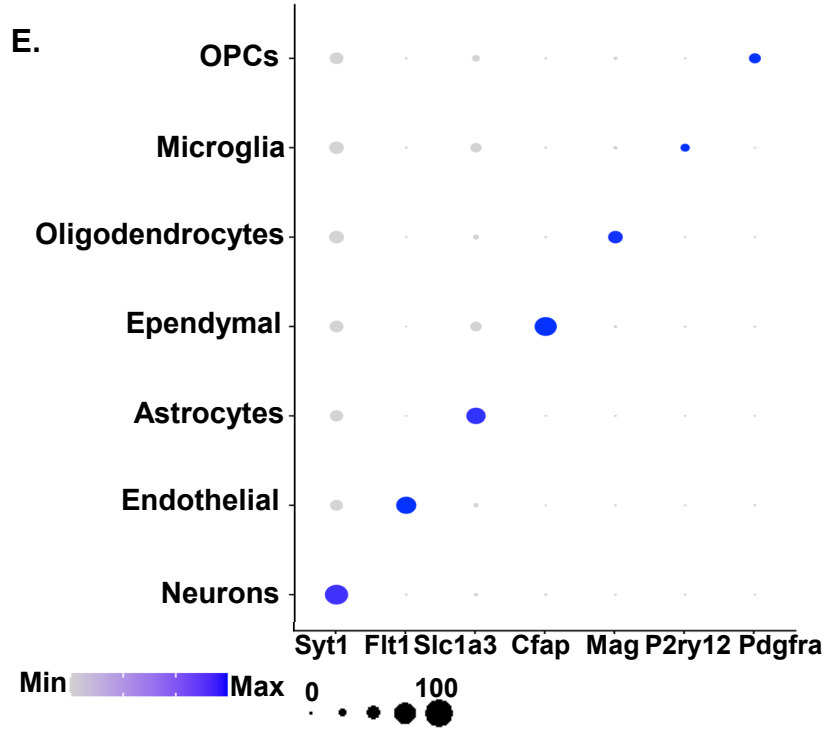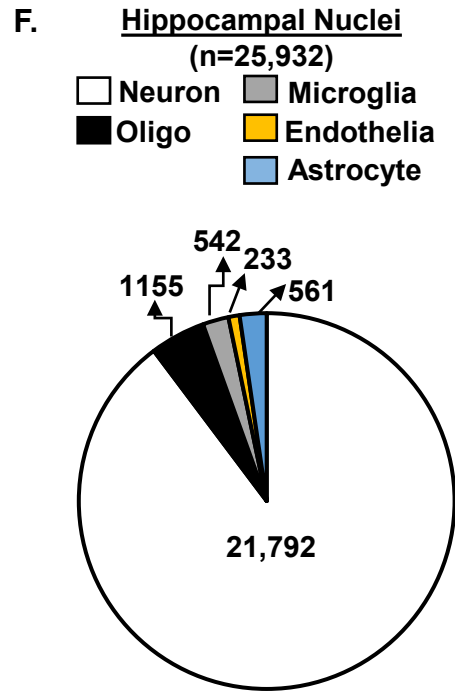

**Supplement:** Supplementary file 2 — Supplemental Figure

# Supplementary material for: Enhanced fear memory after social defeat in mice is dependent on interleukin-1 receptor signaling in glutamatergic neurons
**Source:** Mol Psychiatry. 2024 Mar 8;29(8):2321–34. doi: 10.1038/s41380-024-02456-1
**Supplement:** Supplementary file 3 — Supplemental Figure Legend

**Supplement Figure 1: Single-nuclei RNAseq clustering after RSD.** A) Male IL-1R1^+/+^ and *Vglut2^+^*/IL-1R1^-/-^ (nIL-1R1^-/-^) mice were subjected to RSD or were undisturbed (control) and the hippocampus was dissected, pooled (3 mice per group) and nuclei were collected fourteen hours after RSD. Nucleus RNA profiles were determined by snRNA-seq. B) UMAP clustering from a total of 25,932 nuclei identified 19 unique cell clusters. C) UMAP cluster distribution for each condition: Con-IL-1R1^+/+^, Con-nIL-1R1^-/-^, Stress-IL-1R1^+/+^, Stress-nIL-1R1^-/-^. D) Annotation of each cell cluster based on markers found within the ConservedMarkers function. E) Dot plot shows the expression of cell-specific markers in the 19 clusters. F) Pie Chart represents the Percent of hippocampal nuclei clusters that were neurons, oligodendrocytes, astrocytes, microglia or endothelia based on markers found within the ConservedMarkers function.

How the deposited data were processed for this re-analysis (not part of the article)

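Nuclei of hippocampus were counted in 8 pools of 3 mice: Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/- of the study, and Control-Vehicle, Control-PLX5622, Stress-Vehicle and Stress-PLX5622 of a second experiment with PLX5622 chow (1200 mg/kg, from 7 days before RSD). All 8 were barcoded and read together by split-pool rounds (Parse Biosciences). The authors deposited counts of unique transcripts (UMIs) for each nucleus and gene, made with the Parse pipeline from reads aligned to mm39; the release of the gene annotation is not stated. The counts are whole numbers with no scaling, and nuclei with over 20% mitochondrial UMIs were still in them. Each sublibrary holds nuclei of every pool, but the authors deposited the counts of each pool apart, under a key. The sample labels pair that key with the condition. Each nucleus was given its pool by the key alone, and never by its values. Of 56748 gene identifiers, 56017 were found in GENCODE vM39, from which the coordinates come.

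Nuclei over 20% mitochondrial UMIs were left out (120, 27, 24 and 71 in Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/-, 242 of 26210), which left 25968. Total UMIs per pool were 37925623, 58120628, 28160591 and 24621783. The second experiment gave 8504, 7404, 7365 and 7867 nuclei, with median UMIs of 2552 and 597 in Control-Vehicle and Control-PLX5622 and of 1320 and 621 in Stress-Vehicle and Stress-PLX5622. Con-nIL-1R1-/- was the deepest of the study pools, and both PLX5622 pools are shallow; counting intervals widen accordingly.

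Counts were log-normalized, 2000 variable genes and 30 principal components were taken, and nuclei were clustered with Leiden at resolution 1.0 (scanpy 1.11.5, leidenalg 0.10.2, Python 3.11.15). Neuronal clusters were clustered again at the lowest resolution that gave at least 19 clusters, which was 0.6 and gave 20. A cluster took the class for which its markers scored best, where at least 3 markers reached 0.2 of the highest cluster's CPM and the best score was at least 1.25 times the second. It was left unnamed all the same if another class had more markers than its own among its 10 top genes, or if it was shallow with none of its own there. This kept out clusters with a clear best score, among them 432 nuclei that score as INH (0.87 against 0.29) and 942 that score as CA1 (0.44 against 0.24). This naming rule was revised 3 times after the tables of clusters had been seen, and before any gene was compared between groups. It leaves 6411 nuclei unnamed, 704 of them in a cluster outside the neuronal ones and the others in 9 of the 20 neuronal clusters; 252 more neuronal nuclei are in a shallow cluster. Doublets were scored with Scrublet as an alternative only. Its automatic threshold marked 0 or 1 nuclei in 7 pools and 22.8% of Con-nIL-1R1-/-. The nuclei with the highest scores in each pool were taken as doublets instead, a rule chosen after that was seen. The rule aimed at 6% of each pool but took fewer, and left 7230 of 7554 nuclei in Con-IL-1R1+/+.

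Per class and pool, UMIs were summed. CPM has an exact Poisson interval, shares an exact Clopper-Pearson interval, and log2 ratios an exact conditional binomial interval (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3); these hold counting error alone. Since each condition is 1 pool of 3 mice, no test was made between single pools. RSD was tested only over 4 pairs of pools, as described below. The share reversed took genes with at least 50 UMIs over the 4 pools of a class, ranked by the bound of the 95% interval nearest 0, and used the first 200. Random division of the Stress-IL-1R1+/+ nuclei was done 20 times.

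Genes are named by a rule set in advance. It names *Il1r1* first, then *Prox1*, *Syt1*, *Slc17a6*, *Slc17a7*, *Bdnf*, *Ntrk2*, *Creb1* and *Il1b*; of the genes legible in Fig. 5D–G, the 3 with the largest and the 3 with the lowest log2 ratio of Stress-IL-1R1+/+ to Con-IL-1R1+/+ in each class; of all genes with at least 50 UMIs, mitochondrial genes apart, the 3 higher and the 3 lower whose interval lies farthest from 0; the 5 genes with the smallest p in each direction that passed an adjusted p of 0.05 over the 4 pairs and went the same way in every pair; the 5 genes with the largest genotype ratio in the same direction in control and stress; and preset lists of glucocorticoid (*Fkbp5*, *Sgk1*, *Tsc22d3*, *Zbtb16*, *Per1*, *Errfi1*) and activity genes (*Fos*, *Fosb*, *Junb*, *Arc*, *Npas4*, *Nr4a1*, *Egr1*). A gene that this rule selects in CA2/3-like nuclei is not reported here.

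The test with replicates takes the 8 pools as 4 pairs of control and stress (vehicle, PLX5622, IL-1R1+/+, nIL-1R1-/-; replicates 1 to 4) and fits RSD with the pair as a term (edgeR 4.0.16 with TMM, filterByExpr and a quasi-likelihood test, R 4.3.3). Pairs are set by the design, since both pools of a pair share diet or genotype. Deviations of paired pools from the group means correlated in every class, with r of 0.152, 0.0660, 0.220 and 0.143 in INH-like, 0.160, 0.144, 0.164 and 0.291 in CA1-like, 0.172, 0.103, 0.174 and 0.265 in CA2/3-like, and 0.175, 0.133, 0.217 and 0.190 in DG-like nuclei. DESeq2 1.42.0 was run as an alternative. The fit was tested on simulated data in which 200 genes had been changed by a log2 of at least 1, up or down. It recovered 87.5, 80.5, 82.5 and 92.5% of them in the 4 classes, with 4, 5, 12 and 6 false calls. The simulated pools shared a common profile, without differences between pairs or in the mix of clusters. Power for smaller effects, or for pools that differ as these do, was not tested. Other alternatives were 15 principal components, thinning to 500 or 1000 UMIs, a 5% mitochondrial limit, nuclei under 500 UMIs left out, doublets left out, all 8 pools clustered together, other gene limits, TMM or totals without mitochondrial genes, and the larger cluster of each class. Cell signalling, upstream regulators, behaviour, staining and quantitative PCR are not analysed here.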

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

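The tests of depth on the genes called in INH-like, CA1-like, CA2/3-like and DG-like nuclei were chosen only after the result was seen. The labels of the pools, the test over 4 pairs and the alternatives were set before the data were examined, apart from the later choices named here, in the parts below and in the summary of processing.

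A signal appears in data the paper does not report on: the 4 pools of the PLX5622 experiment, which together with the study pools give 4 pairs of control and stress. With edgeR, at an adjusted p of 0.05, RSD called 1 gene in INH-like, 1 in CA1-like, 8 in CA2/3-like and 6 in DG-like nuclei (of 11797, 11233, 11121 and 10984 tested), and each was higher in the stress pool of every pair. *Erdr1* was called in INH-like (log2 1.71, SE 0.22, adjusted p 0.0048), CA1-like (2.11, SE 0.24, adjusted p 0.0053) and CA2/3-like nuclei (2.12, SE 0.20, adjusted p 5.6e-05). In CA2/3-like nuclei *Gm47283* (1.15), *Cdh24* (1.06), *Carmil2* (0.95) and *Matk* (0.76) followed, and in DG-like nuclei *Gm47283* (1.02), *Pdzd2* (0.62), *Ccnd3* (1.17), *Dpysl5* (0.81) and *Card14* (1.79). The counts rest on single pairs. Without the vehicle pair they were 1 (another gene, and lower), 0, 2 and 1, and without the PLX5622 pair 1, 0, 53 and 70. They were 6, 1, 68 and 1 without the IL-1R1+/+ pair, and 1, 1, 34 and 9 without the nIL-1R1-/- pair. In DG-like nuclei the gene called without the IL-1R1+/+ pair was not among the 6. Of the 9 called there without the nIL-1R1-/- pair, 1 was. DESeq2 over all pairs called 16, 7, 141 and 24 genes, of which 0, 0, 6 and 4 were among those above, so it did not call *Erdr1* in INH-like or CA1-like nuclei. Where edgeR called 0 genes in CA1-like nuclei without a pair, these 7 are the count of the other tool. Over all pairs, 1326 genes there had an unadjusted p under 0.05 with edgeR. The CA1-like count also depends on the mix of clusters. In the larger CA1-like cluster alone, chosen after the result was seen, edgeR called 128 genes. The smaller cluster drew 57.6 and 2.8% of its nuclei from Control-PLX5622 and Stress-PLX5622, but 1.9 and 5.3% from Con-IL-1R1+/+ and Stress-IL-1R1+/+.

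Chance cannot be excluded for the counts of whole classes, and no splits were run for the larger CA1-like cluster. Of the 8 splits of the pools that part every pair, 2, 2, 1 and 1 called as many genes in INH-like, CA1-like, CA2/3-like and DG-like nuclei, the real split included, and 8 splits can never give a share under 0.05. Of the 35 splits, 32 could be fitted, and 6, 6, 3 and 3 called as many. In CA1-like nuclei a split that also parts every pair called 16. The splits with most calls part fewer pairs, with up to 80, 690, 1173 and 177 genes.

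Depth was weighed for the genes called. With nuclei thinned to 500 UMIs, 5 of the 6 in DG-like nuclei were still higher in every stress pool, which argues against depth as the whole reason there. In CA2/3-like nuclei 6 of 8 were, and the thinned counts called 45 genes with 5 of the 8 among them (DG-like nuclei 11, with 3 of the 6), which argues against depth as the whole reason there too; it stays open for *Carmil2* and *Kifc2* there and for *Ccnd3* in DG-like nuclei, each higher in 3 of 4 pairs. In INH-like and CA1-like nuclei 0 of 1 was higher in every pair once thinned: *Erdr1* was higher in 3 of 4, on few UMIs, so depth and RSD cannot be told apart there. RNA from other cells could account for *Erdr1*: it was higher in the stress pool in oligodendrocyte-like nuclei too, in 4 of 4 pairs (83.0 against 10.8, 66.9 against 0, 19.5 against 3.23 and 14.4 against 11.7 CPM), on 0 to 15 UMIs per pool. *Erdr1* and *Gm47283* were not placed by coordinates, so reads shared with related sequences stay open and untested. An effect of RSD itself stays open for all of these genes.

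*Slc17a6* excitatory-like nuclei, a cluster for which the paper's text gives no share by group, came almost wholly from 1 pool: 92.0% of them from the pool labelled Con-IL-1R1+/+, which held 29.1% of all nuclei. With all 8 pools clustered together, that pool gave 65.5% of the class and held 13.3% of the nuclei; the class then had a second cluster of 548 nuclei, mostly from Control-Vehicle (34.7%) and Control-PLX5622 (42.7%). Thinned before clustering, the share was 90.3%, which argues against depth. No more than 26.1% of these nuclei were in 1 well or sublibrary, against 23.3% of the other nuclei of the pool, which argues against a failed well. Of them 4.56% were taken as doublets, against 4.22% of the others, so the share was slightly larger. Scrublet itself marked 0 nuclei in this pool and the cut was set later, so this does not decide on doublets. Without any clustering, an *Slc17a6* UMI was found in 6.70% of the nuclei of Con-IL-1R1+/+ and in 3.61, 2.10 and 2.25% in Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/-. Con-nIL-1R1-/-, also a control, held 23 of these nuclei against 1580, which argues against RSD alone. A different dissection of neighbouring tissue stays open and was not tested.

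Medium spiny-like nuclei, which the paper annotates and gives no share by group for in its text, came to 94.3% from the pool labelled Stress-IL-1R1+/+, which held 22.6% of all nuclei (92.8% with all 8 pools clustered together). Thinning before clustering left 92.1%, and at most 28.7% were in 1 well or sublibrary (24.3% of the other nuclei). Doublets made up 5.73% (5.59% of the others). These values argue against depth and a failed well. The share of doublets was slightly larger than in the others, so it does not decide on doublets. *Drd2* was at 9.74, 3.58, 19.8 and 3.51 CPM over all nuclei of Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/-. With 8 pools clustered together they made up 4.64% of Stress-IL-1R1+/+ and 0, 0.0273 and 0.232% of the other stress pools, which argues against RSD. Tissue taken along in dissection stays open and untested.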

How the results depend on the processing

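The larger cluster of each class, as an alternative, and the way doublets were taken were chosen only after the result was seen. Of 247 values under alternatives for 44 results, 161 stayed within the limits set and 86 moved. The cause was not tested for any value below, except where fewer UMIs, genes or pools are the alternative itself.

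*Il1r1* in DG-like nuclei (14 alternatives) and the microglia-like share (4) stayed within their limits, as did the share of Fig. 5 genes higher in stress over all sets of a class (12). Within these limits INH still changed side, from 8 of 17 genes higher to 10 of 17 with TMM or thinned to 500 UMIs. CA2/3 went from 21 of 42 to 17 of 42 thinned. Single sets changed side too. With TMM or thinned to 500 UMIs 6 of 9 INH chromatin genes were higher (4 otherwise). Thinned, 4 of 9 CA2/3 Wnt genes (5 otherwise) and 4 of 8 morphogenesis genes (8 otherwise) were. With TMM 6 of 11 DG projection genes were (5 otherwise). The log2 ratio of *Il1r1* between the IL-1R1+/+ pools ran from -1.43 to -1.04. The neuronal share was 85.0% without nuclei under 500 UMIs, 85.2% without doublets, 83.9% with 8 pools clustered together and 91.3% by *Syt1*. The difference in the larger cluster was, for DG-like nuclei, -5.32 and -0.461 thinned to 500 and 1000 UMIs. It was 6.33 with 15 principal components, which count a *Fat2*-led cluster as DG-like, and 3.95 when clustered alone. For DG-like nuclei its sign thus depends on the setting. For CA1-like nuclei it was 0 and -18.6 thinned to 500 and 1000 UMIs and -27.0 with 15 principal components. That 0 was fixed in advance, since thinning to 500 UMIs left a single CA1-like cluster.

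Thinned to 500 UMIs, the DG-like share of *Il1r1* UMIs was 82.1% (1000 UMIs: 82.5%). The log2 ratio of *Il1r1*/*Prox1* nuclei in Con-nIL-1R1-/- over Con-IL-1R1+/+ was -1.05 (1000 UMIs: -1.21), and at 1000 UMIs it was -0.57 in Stress-nIL-1R1-/- over Stress-IL-1R1+/+ and -0.54 in Stress-nIL-1R1-/- over Con-nIL-1R1-/-. No nIL-1R1-/- ratio in stress can be had at 500 UMIs, where 0 such nuclei were left in both stress pools. *Ntrk2* was 0.39 in DG-like and 0.18 in CA1-like nuclei at 500 UMIs. Depth limits above all these shares of nuclei with a UMI.

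For the share reversed, thinning to 500 UMIs gave CA1 74.0% opposite and 70.5% kept, CA2/3 81.5% opposite and DG 61.0% kept. With 50 genes, CA1 was 16% and 94%, and CA2/3 86% and 82%; with 500 genes, CA1 was 57.6% and 82.6%. With at least 200 UMIs, 80.5% were kept in CA2/3. In the larger CA1-like cluster 90.5% were opposite and 71.0% kept. The opposite sign was thus the rarer in CA1 in all clusters at full depth (40.5%) and the commoner with 500 genes, when thinned or in the larger cluster. The r of genotype ratios at 200 UMIs was -0.0964 in DG-like and 0.174 in CA1-like nuclei.

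Similarity of RSD responses moved as follows, first between vehicle and IL-1R1+/+ pairs, then between IL-1R1+/+ and nIL-1R1-/- pairs. At least 200 UMIs: INH 0.188; then INH 0.326, CA1 0.583, CA2/3 0.527, DG 0.328. At least 20 UMIs: CA1 0.114; then INH 0.162, CA1 0.399, CA2/3 0.311, DG 0.165. Thinned to the same UMIs: INH 0.220, CA2/3 0.189, DG 0.202; then INH 0.171, CA1 0.306, CA2/3 0.270, DG 0.154. Spearman's rho: CA1 0.244; then INH 0.195, CA1 0.412. Larger cluster: INH 0.321, CA1 0.371; then CA1 0.346.

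The counts of genes called over 4 pairs moved most. In INH, CA1, CA2/3 and DG order, DESeq2 gave 16, 7, 141 and 24, no filter on low counts 49, 168, 314 and 151, and thinning to 500 UMIs 3, 0, 45 and 11. DESeq2 size factors gave INH 2, leaving doublets out CA2/3 13, and the larger cluster CA1 128. Without replicate 1 to 4 in turn the counts ran from 1 to 6, 0 to 1, 2 to 68 and 1 to 70. With no pair term in the model, and so no replicate block, edgeR called 0, 0, 1 and 0 (unadjusted p under 0.05: 673, 785, 1170 and 834), against 1, 1, 8 and 6 with the pairing. For the 0 at 500 UMIs in CA1, DESeq2 at full depth called 7.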

Differences from the paper's values

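Reads per nucleus: the paper's value is 40,000, and Con-nIL-1R1-/- had 68067 here; no alternative applies. The paper describes 8 sublibraries, and the counts used here hold 4.

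The paper tested nuclei as replicates, whereas the pool is the unit here. The paper divides DG neurons between clusters, while a single DG-like cluster formed here, which fixes its share at 100% in advance. The first DG cluster holds 37% of Con-IL-1R1+/+ in the paper's text and 100% here. Of the alternatives set before the data were examined, 15 principal components (49.5%) and clustering alone (53.2%) come within 1.5 times, while thinning to 500 (57.7%) or 1000 UMIs (98.8%) and leaving doublets out (100%) do not. For Con-nIL-1R1-/- it is about 40% in Fig. 4F, read by eye, and 100% here. Thinning (63.2 and 98.7%), 15 principal components (66.8%), clustering alone (66.8%) and leaving doublets out (100%) do not close this. The divisions with 15 principal components (medians 4131 and 1352 UMIs) and alone (4086 and 1376) follow depth. A value near 37% from them does not show that the paper's division was found.

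The paper's first CA1 cluster is 1 of several, and the cluster here is the larger of 2, so they need not hold the same nuclei. The first CA1 cluster holds 37% of Con-IL-1R1+/+ in the paper's text and 97.7% here. No alternative comes within 1.5 times: thinned 100 (fixed, with a single cluster) and 95.8%, 15 principal components 56.4%, alone 99.5%, doublets out 97.7%. For Stress-IL-1R1+/+ the paper's text has 20% against 87.9% here, for Con-nIL-1R1-/- about 49% in Fig. 4F, read by eye, against 87.7%, and for Stress-nIL-1R1-/- about 19% in Fig. 4F, read by eye, against 79.3%. For these 3, 15 principal components (29.4, 57.2 and 24.4%) come within 1.5 times; thinning, clustering alone and leaving doublets out do not.

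Of neurons with *Il1r1*, INH hold about 10% in Fig. 5A, read by eye, and 17.1% here; thinning to 1000 UMIs (8.82%) comes within 1.5 times and thinning to 500 UMIs (5.19%) within counting error, while the 5% mitochondrial limit, doublets out (15.3%) and 8 pools (19.7%) differ. CA1 holds about 9% in Fig. 5A, read by eye, and 5.29% here. Thinning to 1000 UMIs (4.41%) lies within counting error on 6 nuclei but moves away from 9%, so it does not close the gap. Thinning to 500 UMIs (1.30%), the 5% limit, doublets out and 8 pools do not close it either. CA2/3 holds about 8% in Fig. 5A, read by eye, and 17.5% here; thinning to 500 UMIs (11.7%) comes within 1.5 times and thinning to 1000 UMIs (4.41%) within counting error, and the 5% limit, doublets out and 8 pools do not.

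*Il1r1*/*Prox1* neurons number about 80, about 27, about 200 and about 100 in Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/- in Fig. 5B, read by eye, and 232, 146, 86 and 26 here over all nuclei. With control and stress exchanged within each genotype, the values here are 86, 26, 232 and 146. In the given order no alternative comes close for all 4: thinned to 500 UMIs 7, 3, 0 and 0; thinned to 1000 UMIs 17, 7, 6 and 4; 5% mitochondrial limit 230, 146, 86 and 26; doublets out 194, 120, 65 and 22.

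Of CA1 genes the paper has 85% reversed, and here 40.5% of 200 genes had the opposite sign. With 500 genes (57.6%) or thinning to 500 UMIs (74.0%) the value comes within 1.5 times; with 50 genes (16%), at least 20 (46.5%) or 200 UMIs (41.0%), TMM (41.5%), totals without mitochondrial genes (40.5%), doublets out (45.0%) and 8 pools (38.5%) it does not. The larger CA1-like cluster, an alternative chosen after seeing the values, gives 90.5%; the paper's own list of called genes was not used, so how many it drops was not counted.

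The paper states that *Il1r1* rises in the DG after RSD. Here the log2 ratio of the pool labelled Stress-IL-1R1+/+ to the pool labelled Con-IL-1R1+/+ was -1.09, and 1.09 with the labels exchanged. Lower values in both nIL-1R1-/- pools (-2.46 in control, -1.72 in stress) go the paper's way. The paper shows RSD raising the CA2/3 Ras and insulin sets; here 10 of 13 and 7 of 12 legible genes were lower (thinned to 500 UMIs 7 and 9). It shows the CA2/3 morphogenesis, CA1 learning and CA1 projection sets as lowered; here 8 of 8, 12 of 14 and 19 of 25 were higher (thinned to 500 UMIs 4, 11 and 13). Fewer intervals were off 0. They were lower for 5 Ras and 4 insulin genes, and higher for 0 and 1. For morphogenesis, learning and projection they were higher for 6, 8 and 10 genes, and lower for 0, 0 and 1. The chromatin and histone genes of INH, shown as raised, were lower for 5 of 9. None of these 5 had an interval off 0, and 1 higher gene had, so this set shows no clear direction. With TMM, or thinned to 500 UMIs, 6 of 9 were higher. With the IL-1R1+/+ labels exchanged, all of these sets would turn to the paper's direction at full depth and without TMM. The CA1 glutamatergic and CA2/3 Wnt sets (5 of 9 higher in each) would then turn away from it. So would both DG sets (synapse organization 9 of 14 higher, cell projection 6 of 11 lower). Neurotrophic signalling from DG and CA1 rises with RSD in the paper; here *Bdnf* had a log2 ratio of -0.06 in DG-like and -0.48 in CA1-like nuclei, and *Ntrk2* of 0.26 and 0.10. Every condition is represented in each neuronal cluster in the paper, and in 18 of 20 here.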

Other observations

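The tests of depth on the Igfn1-led cluster, and that of the share of DG nuclei on *Il1r1*/*Prox1* nuclei, were chosen only after the result was seen.

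Fewer *Il1r1*/*Prox1* nuclei were found in the pool labelled Stress-IL-1R1+/+ than in the pool labelled Con-IL-1R1+/+. The stress pool was the deeper of the 2 (median 3204 against 3047.5 UMIs). Thinned to 500 UMIs, 0 against 7 such nuclei were left and the upper bound of the ratio was 0.881, which argues against depth; thinned to 1000 UMIs, with 6 against 17, the interval was 0.142 to 1.17 and decides nothing. *Il1r1* within DG-like nuclei was lower too, at log2 -1.09, which argues against a different share of DG nuclei. If the 2 labels were exchanged, RSD ratios of this pair should oppose those of the vehicle pair. In DG-like nuclei they correlated with r 0.40 instead (0.20 thinned), which argues against an exchange of these 2 labels alone; an exchange in every pair was not tested. Over the 4 pairs, *Il1r1* in DG-like nuclei was lower in every stress pool (log2 -0.24, -0.75, -1.04 and -0.37; edgeR -0.62, SE 0.15, adjusted p 0.104). RSD and differences between pools stay open.

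Opposite signs between genotypes in stress can come from the shared Stress-IL-1R1+/+ pool. Random parts of that pool gave a share as large in 20 of 20 divisions in INH-like, 20 of 20 in CA1-like, 3 of 20 in CA2/3-like and 1 of 20 in DG-like nuclei, but each part holds fewer nuclei than the pool, which raises its share, so the test decides nothing. In all 4 classes chance shared through that pool and a role of neuronal IL-1R1 cannot be told apart. The larger CA1-like cluster, for which no parts were drawn, gave 90.5%.

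RSD ratios of the IL-1R1+/+ and nIL-1R1-/- pairs correlated across genes with r 0.26 in DG-like, 0.46 in CA1-like, 0.42 in CA2/3-like and 0.27 in INH-like nuclei. Those of the vehicle and IL-1R1+/+ pairs gave 0.40, 0.06, 0.38 and 0.24. The 0.06 is that of all CA1-like nuclei, and the larger CA1-like cluster alone gave a higher r, stated above. Thinned to the same UMIs per nucleus and per class, the r of IL-1R1+/+ and nIL-1R1-/- pairs in DG-like nuclei was 0.15, which argues against depth as its whole source. Ratios in oligodendrocyte-like nuclei correlated with those in DG-like nuclei of the same IL-1R1+/+ pair with r 0.353 (0.158 in the nIL-1R1-/- pair). A response common to cell types and RNA from other cells cannot be told apart here, since both predict this value.

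Genotype ratios in control and stress pools correlated with r -0.05 in DG-like and 0.12 in CA1-like nuclei. The genes with the largest ratio in the same direction were *Il1r1*, *Lacc1*, *Dph5*, *Tagln3* and *Gtf2e1* in DG-like and *Camk2d*, *Pdzrn3*, *Foxo1*, *Pth2r* and *Arhgap6* in CA1-like nuclei. Of the first 50 genes in DG-like nuclei, 3 (6%, 1.255 to 16.5) lie within 20 Mb of *Il1r1* or *Slc17a6*, against 2.81% of all, and in CA1-like nuclei 2 (4%) against 2.87%. Strain variants linked to the modified loci and effects of the deletion cannot be told apart with so few genes; 1 of the 3 is *Il1r1*. In CA1-like nuclei the smaller cluster held 2.34% in Con-IL-1R1+/+ against 12.3% in Con-nIL-1R1-/-, and 12.1 against 20.7% in stress, so a different mix of clusters stays open as well for the genes named there.

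*Il1r1* in endothelial-like nuclei had 22, 8, 122 and 36 UMIs in Con-IL-1R1+/+, Con-nIL-1R1-/-, Stress-IL-1R1+/+ and Stress-nIL-1R1-/- (92.7, 23.4, 367 and 212 CPM), from 7, 6, 12 and 7 nuclei with a UMI of 64, 36, 58 and 48. *Il1b* had 0 to 4 UMIs per pool and cannot be followed at this depth.

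The microglia-like share was 1.98 and 2.14% in Control-Vehicle and Stress-Vehicle, 0.135 and 0.143% in the PLX5622 pools, 2.61 and 3.21% in the IL-1R1+/+ pools and 2.38 and 3.28% in the nIL-1R1-/- pools, larger in each stress pool, though in the PLX5622 pair by 11 against 10 nuclei. Without nuclei under 500 UMIs it stayed larger in the 3 other pairs and in the PLX5622 pair (0.136 and 0.205%, 6 and 10 nuclei), but this does not level depth: microglia-like nuclei of the nIL-1R1-/- pools still had medians of 6841 and 1850 UMIs. An effect of RSD and a difference in depth cannot be told apart, and chance between pools stays open.

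A cluster led by *Igfn1* when 8 pools are clustered together (2460 nuclei) made up 2.30 and 8.93% of Control-Vehicle and Stress-Vehicle, 1.35 and 1.19% of the PLX5622 pools, 0.556 and 9.94% of the IL-1R1+/+ pools and 2.73 and 10.2% of the nIL-1R1-/- pools. Without nuclei under 500 UMIs it was larger in stress in 3 pairs, which does not settle a difference in depth. Thinned to 1000 UMIs before the 4 study pools were clustered, a cluster led by *Igfn1* drew 3.5% of its nuclei from Con-IL-1R1+/+, 6.6% from Con-nIL-1R1-/-, 45.2% from Stress-IL-1R1+/+ and 44.7% from Stress-nIL-1R1-/-, which argues against depth in these pairs; in the vehicle pair it stays open. At most 31.1% of its nuclei in a stress pool were in 1 well or sublibrary, which argues against a failed well. RSD and dissection stay open. CA1-like shares fell from 14.1 to 11.5% in the vehicle pair and from 17.8 to 4.71% in the PLX5622 pair. They fell from 13.2 to 11.0% in the IL-1R1+/+ pair and from 16.9 to 13.0% in the nIL-1R1-/- pair. The fall in the PLX5622 pair follows a *Cpa6*-led CA1-like cluster, which made up 12.5% of Control-PLX5622. It drew 57.6% of its nuclei from that pool and 2.8% from Stress-PLX5622. The larger CA1-like cluster went from 5.36 to 4.13% there. These shares therefore do not tell whether CA1-like nuclei fell where the *Igfn1*-led cluster grew.

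Dixon's ratio over the 4 control or the 4 stress pools, which differ in genotype and diet, passed its critical value in 11 of 48 checks of class shares, where about 1 in 20 does by chance. Among these were DG-like nuclei in Stress-Vehicle (20.5%), oligodendrocyte precursor-like nuclei in Control-PLX5622 (1.33%) and medium spiny-like nuclei in Stress-IL-1R1+/+ (4.64%). No explanation was tested for the shares of DG-like and oligodendrocyte precursor-like nuclei.

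For the preset genes, edgeR p-values were adjusted within the glucocorticoid or the activity list alone, and not over both lists together. *Per1* passed 0.05 in INH-like (log2 0.48, SE 0.13, adjusted p 0.0086), CA1-like (0.80, SE 0.14, adjusted p 0.00029) and DG-like nuclei (0.53, adjusted p 0.031). In DG-like nuclei *Per1* fell in the nIL-1R1-/- pair, from 32.3 to 29.0 CPM. *Zbtb16* passed in INH-like (adjusted p 0.042) and *Npas4* in CA1-like nuclei (adjusted p 0.036). Adjusted over all genes, edgeR called 0 of the preset genes in any class. At an unadjusted p under 0.05 there were 2, 4, 1 and 3 in INH-like, CA1-like, CA2/3-like and DG-like nuclei.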
